# Memory acquisition and retrieval impact different epigenetic processes that regulate gene expression

**DOI:** 10.1186/1471-2164-16-S5-S5

**Published:** 2015-05-26

**Authors:** Lucia L Peixoto, Mathieu E Wimmer, Shane G Poplawski, Jennifer C Tudor, Charles A Kenworthy, Shichong Liu, Keiko Mizuno, Benjamin A Garcia, Nancy R Zhang, K Peter Giese, Ted Abel

**Keywords:** Learning and memory, gene expression, normalization of unwanted variance, histone variants, microRNAs

## Abstract

**Background:**

A fundamental question in neuroscience is how memories are stored and retrieved in the brain. Long-term memory formation requires transcription, translation and epigenetic processes that control gene expression. Thus, characterizing genome-wide the transcriptional changes that occur after memory acquisition and retrieval is of broad interest and importance. Genome-wide technologies are commonly used to interrogate transcriptional changes in discovery-based approaches. Their ability to increase scientific insight beyond traditional candidate gene approaches, however, is usually hindered by batch effects and other sources of unwanted variation, which are particularly hard to control in the study of brain and behavior.

**Results:**

We examined genome-wide gene expression after contextual conditioning in the mouse hippocampus, a brain region essential for learning and memory, at all the time-points in which inhibiting transcription has been shown to impair memory formation. We show that most of the variance in gene expression is not due to conditioning and that by removing unwanted variance through additional normalization we are able provide novel biological insights. In particular, we show that genes downregulated by memory acquisition and retrieval impact different functions: chromatin assembly and RNA processing, respectively. Levels of histone 2A variant H2AB are reduced only following acquisition, a finding we confirmed using quantitative proteomics. On the other hand, splicing factor *Rbfox1 *and NMDA receptor-dependent microRNA *miR-219 *are only downregulated after retrieval, accompanied by an increase in protein levels of *miR-219 *target CAMKIIγ.

**Conclusions:**

We provide a thorough characterization of coding and non-coding gene expression during long-term memory formation. We demonstrate that unwanted variance dominates the signal in transcriptional studies of learning and memory and introduce the removal of unwanted variance through normalization as a necessary step for the analysis of genome-wide transcriptional studies in the context of brain and behavior. We show for the first time that histone variants are downregulated after memory acquisition, and splicing factors and microRNAs after memory retrieval. Our results provide mechanistic insights into the molecular basis of cognition by highlighting the differential involvement of epigenetic mechanisms, such as histone variants and post-transcriptional RNA regulation, after acquisition and retrieval of memory.

## Background

Genome-wide differential gene expression analysis is widely used in discovery-based studies in biology and medicine. The question of how variability impacts reproducibility of genome-wide results has been subject to extensive research [1]. It is known that unwanted variation is often a confounding factor. Unwanted variation refers to other factors that influence the observed gene expression levels besides the one of interest. A typical example is a batch effect, which can occur when some samples are processed differently than others. Batch effects are not the only source of unwanted variance. Unwanted variance in microarrays arising from technical aspects of the methodology is removed using normalization methods such as RMA [2]. The amount of unwanted biological variance depends on the question of interest and is influenced by factors such as heterogeneity in cell-types, variability in responsiveness to stimulus between biological replicates and the simultaneous presence of other stimuli other than the one of interest, such as time of day or other environmental variables. All of these factors are present when studying gene expression in the brain *in vivo *and are often hard to control. Thus, in the context of brain and behavior a major challenge is to normalize unwanted variation to minimize false discoveries, increase resolution and maximize the potential of discovery-based approaches to contribute biological insight.

Several aspects of brain function are linked to transcriptional changes. Long-term memory formation, for example, is known to require transcription, protein synthesis and epigenetic processes that regulate gene expression [3-8]. How memories are stored and retrieved in the brain is a fundamental question in neuroscience. Thus, characterizing genome-wide the transcriptional changes that occur after memory acquisition and retrieval is of broad interest and importance. Research has shown that there are "sensitive periods" after memory acquisition during which inhibiting mRNA or protein synthesis impairs memory formation. Using contextual fear conditioning as a task, these windows occur immediately or 4 hours after acquisition for memory tested 24 hours later [9,10], or 12 hours after training for memory tested a week later [11]. Processes that follow retrieval of the memory trace (extinction or reconsolidation) also require transcription and protein synthesis [12-15]. Several studies have used genome-wide approaches such as microarrays to describe changes in coding and non-coding gene expression after memory acquisition or synaptic activity [16-20]. These studies have led to the identification of some genes relevant for memory formation, such as *c-rel *or *miR-182 *[18,21]. It remains unclear to what degree the variety of other stimuli experienced by the brain *in vivo *hinders reproducibility and limits the applicability of genome-wide technologies to the study of the brain and behavior.

Here, we examined genome-wide gene expression after contextual conditioning in the mouse hippocampus, a brain region essential for memory formation, during all the established sensitive periods for transcriptional inhibition. We show that most of the variance in gene expression is not due to conditioning and that by removing unwanted variance through additional normalization we are able provide novel biological insights. We show for the first time that histone variants are downregulated after memory acquisition, and splicing factors and microRNAs after retrieval. Our results provide mechanistic insights into the molecular basis of cognition by highlighting the differential involvement of epigenetic mechanisms, such as histone variants and post-transcriptional RNA regulation, after acquisition and retrieval of memory.

## Results and discussion

We examined genome-wide changes of gene expression in adult, male C57BL6/J mice following a contextual fear conditioning paradigm (FC), a form of learning in which an aversive stimulus (e.g a shock, US) is associated with a neutral context (CS). Re-exposure to the context triggers retrieval of the memory for the context-shock association (CS-US), which is quantified as freezing in mice. FC is highly reproducible among individuals, requiring a single exposure to the CS-US pairing to learn. In addition the timeline of sensitivity for transcriptional inhibition is established, making it an ideal learning task for our genomic study. FC is known to require the hippocampus, a brain region essential for long-term memory formation. Hippocampal tissue was collected at the established sensitive periods for transcriptional inhibition during memory consolidation: 30 minutes (FC30'), 4 hours (FC4), 12 hours (FC12) or 24 hours after FC (FC24), as well as 30 minutes after memory retrieval (RT30'). Animals in the retrieval group showed typical learning of the task, with average freezing of 55% (+/- 10%) after re-exposure to the context. Animals that were handled but not trained were dissected at the same time of day to control for circadian variation in gene expression (CC30', CC4 and CC12). 

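Hippocampal RNA was measured on whole-transcript arrays, on which groups of short DNA probes (probe sets) each report the level of a transcript. The 72 arrays came from 8 groups of 9 adult male C57BL/6J mice, 2 months old. In contextual fear conditioning a mouse learns to link a chamber with a foot shock, here of 2 s at 1.5 mA. Trained mice were dissected 30 min (FC30), 4 h (FC4), 12 h (FC12) or 24 h (FC24) after training. Mice of the retrieval group (RT30) were returned to the chamber for 5 min at 24 h after training and dissected 30 min later. Handled mice that were not trained make up CC30, CC4 and CC12. CC30 served as the control of FC30, FC24 and RT30. The authors summarised the probes with RMA, a background correction and quantile normalization that gives log2 values. The values analysed here are these log2 values for 35556 probe sets. Of the probe sets, 21218 carry 1 gene symbol, 1881 carry several and 12457 carry none. Array medians lay between 5.82 and 5.88, single values between 1.93 and 13.71, and 0 values were missing. As in the paper, the first principal component over all arrays was subtracted and groups were compared in pairs. The authors ranked pair-wise statistics by local false discovery rates. Here limma was used, with a Benjamini-Hochberg adjusted p under 0.1 over all probe sets, two-sided. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.0498 for FC30 against CC30 and 0.0542 for FC4 against CC4. For each gene named as past this threshold, 9 of 9 mice of the first group lay beyond the mean of the other group unless another number is given. The comparisons, the gene lists and the rule for naming genes were chosen before the data were examined.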

RNA from nine animals per group representing nine independent behavioral experiments conducted at the same time of day (72 samples) was hybridized simultaneously to an Affymetrix gene Titan Mouse 1.1 gene-EST microarray. Pairing of the CS and US was necessary to evaluate proper retrieval of the memory trace. We have previously shown that genome-wide gene expression changes in the hippocampus 30 minutes after exposure to the CS alone are not different from those after CS+US pairing [17,22]. These results suggest that in this brain region the US alone does not produce significant differences in gene expression and that differences in gene expression observed are likely due to the encoding of the spatial memory for the context alone. Therefore, we did not include animals exposed to only the CS or US in the design.

### Individual variability and circadian time are the biggest drivers of variance in gene expression in the hippocampus *in vivo*

To explore the main sources of variance in the data, we first performed a principal component analysis (PCA) [23] (Additional file 1). None of the first three principal components (PC), which account for over 65% of the variance, capture the response to the treatment. 

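Mice of the same group did not share their position on PC1 or PC2. On PC3 the 12 h groups had lower mean scores than the 4 h groups, with some mice overlapping. PC1, PC2 and PC3 held 17.4%, 7.2% and 3.8% of the variance of the RMA values over all probe sets, each centred on its mean. Differences between the 8 groups made up 5.2% of the variance of the PC1 scores (permutation p = 0.88) and 7.9% of that of the PC2 scores (permutation p = 0.62). On PC3 this share was 39.9% (permutation p = 2e-05). With every probe set scaled to unit variance, PC1 held 10.8% of the variance, and the group share of PC2 was 24.7% (permutation p = 0.0086).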

Understanding the dominant sources of variance is critical to accurately assess the effects of learning in gene expression. 

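Single mice of trained and untrained groups lay far from the rest of their group, and neither PC1 nor PC2 set a whole group apart. On PC1 these were 1 mouse each of CC30 (replicate 3, score 28.8), FC30 (replicate 4, 68.6), CC12 (replicate 2, 48.8), FC12 (replicate 2, 61.1) and FC24 (replicate 4, 2.8). On PC2 it was replicate 8 of CC4, with a score of -49.0. The same mouse also stood apart from CC4 on PC3, with a score of 28.4. A mouse was counted as apart where its gap to the nearest of the 9 scores, over the group's range, passed Dixon's critical value, which chance gives in about 1 of 20 groups. Such mice were found in 7 of 24 combinations of component and group.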

The first and second principal components (PC1 and PC2) represent unusual variability in gene expression in individual mice (Additional file 1A and 1B). Interestingly, the contribution of PC1 and PC2 to variance in gene expression is correlated for a subset of genes (Additional file 1C) and may represent the same biological process. Functional annotation analysis of the genes with correlated scores between PC1 and PC2 shows that they represent response to olfactory stimuli, specifically pheromones (Additional file 2), suggesting that individual responses to, or environmental variations in olfactory stimuli are the strongest drivers of differences in gene expression.

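Olfactory receptor genes encode the odorant receptors of the nose, and vomeronasal receptor genes those for pheromones. Both families carried high weights on PC1, nearly all of the same sign. Keratin-associated, defensin and taste receptor genes, which belong to other tissues, also carried weights above those of most genes. On PC2 the olfactory receptors did not exceed other genes. The median absolute PC1 weight, times 1000, was 5.24 for 1006 olfactory receptor probe sets and 3.34 for 176 vomeronasal ones. It was 1.14 for all probe sets with 1 gene symbol. Among the other families it was 4.15 for taste receptors, 3.29 for keratin-associated proteins and 1.77 for defensins. The PC1 weight was positive for 94.9% of the olfactory and 92.6% of the vomeronasal receptor probe sets. On PC2 the median absolute weight was 2.09 for olfactory receptors and 2.47 for all. Of 41 probe sets in the top 1% of absolute weight on both components, 3 carry 1 gene symbol, and 0 of 1182 receptor probe sets is among them (Fisher's exact test, one-sided p = 1). Draws matched on mean value gave 0.16 on average, so few receptors could have been found with this rule. The 3 probe sets with 1 gene symbol were those of Gm20831, Gm20809 and Gm20806. Their PC1 weights, not multiplied, were 0.0721, 0.0801 and 0.0788. Of the others, 17 carry several symbols, Ssty1 and Ssty2 among them, and 21 carry none. Among dim probe sets, those of the Y chromosome had the highest median PC1 weight. Times 1000, it was 37.891 over 26 probe sets of 6 genes. On the autosomes it lay from 0.223 to 4.263, and on X it was 0.168. The fixed lists of olfactory and vomeronasal receptors were also set against FC30. Of 990 olfactory receptor genes 1 was higher (mean log2 fold change 0.02, adjusted p = 3.51e-04 from camera, 0.349 with an estimated correlation) and of 167 vomeronasal receptor genes 0. From the annotation of genes with correlated scores, the paper proposes that responses to odours drive the largest differences between mice. No biological explanation of the PC1 weights was tested here.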

There is substantial evidence that memory consolidation is affected by circadian time [24-26]. However, the circadian influence on genome-wide gene expression in the mouse hippocampus is poorly understood. Published genome-wide studies of gene expression in response to activity in the brain that include several time points often do not include controls for time of day [16,18], and thus it is hard to distinguish the effect of neuronal activity from the circadian effect in such studies. 

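The genes with the largest weights on PC3 mark several cell types and processes. At its low end stood Snord14e, a small nucleolar RNA that guides the methylation of ribosomal RNA, and Arc, a protein of active synapses. Tm6sf2, a protein of lipid export, and Tnfrsf25, a receptor of the tumor necrosis factor family, lay there too. At the high end were Cstad, a mitochondrial protein, Fabp7, a fatty acid binding protein of astrocytes and progenitors, and Opalin, a protein of myelin. Their weights, times 1000, were -44.39 for Snord14e, -37.36 for Tm6sf2, -34.07 for Tnfrsf25 and -32.24 for Arc. They were 28.92 for Cstad, 24.36 for Fabp7 and 23.59 for Opalin. Among the untrained mice, Cstad had a mean RMA value of 7.14 in CC30, 7.36 in CC4 and 6.66 in CC12. Weights rank genes and are not a test of any single gene.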

In our analysis, the third principal component (PC3) reveals that circadian time has a strong influence on hippocampal gene expression. 

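CC12 and FC12 mice, dissected in the dark phase, had the lowest PC3 scores, and CC4 and FC4 mice the highest. FC30 and RT30 mice lay between them, below their CC30 controls. The mean PC3 score was -5.72 ± 3.69 (SD, n = 9) in CC12 and -5.51 ± 2.00 (SD, n = 9) in FC12. It was 5.71 ± 9.53 (SD, n = 9) in CC4, with a median of 4.41 since 1 mouse lay far above the rest, and 5.72 ± 4.42 (SD, n = 9) in FC4. CC30 had a mean of 2.65 ± 4.58 (SD, n = 9), FC30 of -1.70 ± 6.34 (SD, n = 9) and RT30 of -1.99 ± 6.53 (SD, n = 9). FC24 mice had a mean of 0.84 ± 3.26 (SD, n = 9). Trained and untrained groups were not compared in pairs on this score.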

Additional file 1D shows that the effect of circadian is similar to the effect of learning at the second (4 h) and third (12 h) sensitive periods, but not immediately after (30 minutes) memory acquisition or retrieval. To characterize gene expression changes in the mouse hippocampus due to circadian time, we compared genome-wide gene expression among our three control time-points (CC30', CC4 and CC12). 

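Among untrained mice, chaperones of the endoplasmic reticulum, which fold secreted proteins, differed between CC12 and CC4. Among them, Hspa5 was lower in CC4 than in CC30 and higher in CC12 than in CC4. Cirbp, an RNA-binding protein induced by mild cold, and Inmt, which methylates indoleamines, were higher in CC4 than in CC30. Cldn5, of endothelial tight junctions, was lower there. CC12 and CC4 differed in 1782 probe sets (903 higher and 879 lower in CC12, 1296 genes). CC12 and CC30 differed in 1243 (730 higher, 513 lower, 879 genes), and CC4 and CC30 in 26 (9 higher, 17 lower, 16 genes). Hspa5 fell by 0.30 on the log2 scale from CC30 to CC4 (adjusted p = 0.0967, lower than the CC30 mean in 9 of 9 mice, past the threshold in 9 of 13 settings) and was 0.52 higher in CC12 than in CC4 (adjusted p = 7.91e-05, 9 of 9 mice). The CC4 values of Cirbp and Inmt, both named after their values were seen, were 0.35 and 0.71 above those of CC30 (adjusted p = 0.0202 and 0.0214), and Cldn5 fell by 0.31 (adjusted p = 0.0202). Each of these 3 passed in 12 of 13 settings. With the replicate number as a block, Hspa5, Cirbp, Inmt and Cldn5 did not pass in CC4 against CC30 (adjusted p = 0.309, 0.309, 0.279 and 0.225). Of 18 chaperone genes of the endoplasmic reticulum, 9 were higher in CC12 than in CC4 (14 when adjusted over the list alone, mean 0.21, camera adjusted p = 1.02e-14, 0.0787 with an estimated correlation). In CC12 against CC30, 5 of them were higher (7 when adjusted over the list alone, mean 0.11, camera adjusted p = 6.5e-05, 0.402 with an estimated correlation), and Hspa5 had 0.22 (adjusted p = 0.108, past the threshold in 4 of 13 settings). In CC4 against CC30, 2 of them were lower (10 when adjusted over the list alone, mean -0.10, camera adjusted p = 3.5e-11, 0.0594 with an estimated correlation). Of 10 heat shock genes 0 were lower in CC4 than in CC30 (3 when adjusted over the list alone), with a mean of -0.09 and a camera adjusted p of 9.38e-07 (0.0162 with an estimated correlation). Of 19 genes of cholesterol synthesis, 5 were lower in CC12 than in CC4 (12 lower and 1 higher when adjusted over the list alone, mean -0.10, camera adjusted p = 3.09e-05, 0.184 with an estimated correlation). The count for CC12 against CC30 was 534 with local false discovery rates, 63 with those of z-scores, 822 without the 6 arrays that stood apart and 394 when PC1 was found again without them. CC4 against CC30 gave 152 with local false discovery rates and 12 with those of z-scores.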

The greatest number of differences in gene expression was detected between CC30 and CC12. These time points correspond to Zeitgeber times 3 and 15 (ZT3 and ZT15), one time-point during the light phase and one during the dark phase. 1067 probe sets, corresponding to 1019 known genes, were differentially expressed at a false discovery rate (fdr) <0.1. 

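In CC12 mice, dissected in their active phase, the largest rises over CC30 mice included Fmo2, an oxidising enzyme, and Plin4, which coats lipid droplets. Mfsd2a, which carries lipids across the blood-brain barrier, and Hif3a, a hypoxia and glucocorticoid responsive factor, were higher too. Fabp7, a fatty acid binding protein, Opalin, of myelin, and the mitochondrial protein Cstad were lower. Fmo2 had a log2 fold change of 1.18 (SE 0.12, adjusted p = 3.97e-05), Plin4 of 0.65 (adjusted p = 8.87e-04), Hif3a of 0.53 (adjusted p = 0.00773) and Mfsd2a of 0.51 (SE 0.04, adjusted p = 1.36e-06). Fabp7 (probe set 10363224) was 10.56 ± 0.07 (SD, n = 9) in CC12 and 11.22 ± 0.12 (SD, n = 9) in CC30, below every CC30 mouse in 9 of 9 CC12 mice (adjusted p = 5.26e-07). Opalin fell by 0.62 (adjusted p = 8.85e-05) and Cstad fell by 0.46 (adjusted p = 0.00146). Of 22 genes that respond to glucocorticoids, 9 were higher (11 higher and 2 lower when adjusted over the list alone, mean 0.16, camera adjusted p = 3.56e-07, 0.11 with an estimated correlation). Of 14 oligodendrocyte markers, 2 were lower (5 when adjusted over the list alone, mean -0.13, camera adjusted p = 2.05e-04, 0.521 with an estimated correlation). The median fold size of all probe sets that differed was 1.14.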

(Additional file 3). To determine whether our dataset corresponds to known circadian regulated genes, we compared it to those genes known to oscillate in the mouse liver according to Hughes and colleagues [27]. Of the 1019 genes regulated by time of day in the hippocampus, 198 oscillate with 24 hour periodicity in the mouse liver (Additional file 4A). This overlap is significantly higher than expected by chance (Fisher's exact p-value of 0.004) based on an expected 15% overlap between any 2 mouse tissues as reported in the mouse gene atlas [28]). Our dataset is the first genome-wide dataset describing the effects of circadian time on gene expression in the hippocampus. Genes differentially expressed between ZT3 and ZT15 in the hippocampus include *Per1*, *Per2 *and *Per3*, which are known circadian oscillators [27]. 

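Besides the Per genes, other parts of the circadian clock differed between CC12 and CC30 mice. Ciart and Cry1, repressors of the clock, and Nr1d2, a nuclear receptor of its second loop, were higher at ZT15. Arntl, the activator that drives Per transcription, was lower. Per2 had a log2 fold change of 0.38 (SE 0.05, adjusted p = 6.26e-04), Per3 of 0.29 (adjusted p = 0.0012) and Per1 of 0.25 (adjusted p = 0.00791). Ciart was 0.39 higher (adjusted p = 7.38e-04), Cry1 0.24 (adjusted p = 0.0178) and Nr1d2 0.23 (adjusted p = 0.00529), while Arntl fell by 0.29 (adjusted p = 8.54e-04). For each of these 7 genes, 9 of 9 CC12 mice lay beyond the CC30 mean. Of 19 clock genes, 8 were higher and 1 was lower (9 and 2 when adjusted over the list alone), with a mean of 0.11 and an adjusted p of 1.54e-05 from camera (0.075 with an estimated correlation). At FC30 the list held 1 higher gene (2 when adjusted over the list alone), with a mean of 0.02, a median of -0.01 and an adjusted p of 0.453 from camera.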

Interestingly, genes usually thought to be associated with memory formation, such as *Arc*, *Bdnf *[29,30], *CBP *[31-35] and *p300 *[36,37] also show circadian changes in expression (Additional file 4B).

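Arc, which shapes synaptic strength, was higher in CC12 mice than in CC30 and CC4 mice. Bdnf, a growth factor of neurons, was lower in CC12 mice than in both. Crebbp (CBP) and Ep300 (p300), histone acetyltransferases, lay slightly higher in CC12 than in CC30 mice without passing the test. Arc (probe set 10429491) was 8.23 ± 0.20 (SD, n = 9) in CC12 and 7.76 ± 0.14 (SD, n = 9) in CC30, a log2 fold change of 0.47 (adjusted p = 0.00253 from limma, higher in 8 of 9 mice). Against CC4 it was 0.73 (adjusted p = 9.07e-06). Bdnf (probe set 10474399) was 5.89 ± 0.07 (SD, n = 9) in CC12 and 6.09 ± 0.05 (SD, n = 9) in CC30, so that it fell by 0.20 (adjusted p = 0.00197 from limma, lower in 9 of 9 mice). Against CC4 it fell by 0.23 (adjusted p = 0.00312). The log2 fold change against CC30 was 0.06 for Crebbp (adjusted p = 0.18, above the CC30 mean in 9 of 9 mice) and 0.07 for Ep300 (adjusted p = 0.164, 8 of 9 mice). They passed in 4 and 3 of 15 settings. Against CC4, Ep300 was 0.11 higher (adjusted p = 0.0207) and Crebbp had 0.07 (adjusted p = 0.145). Of 34 chromatin modifiers, 1 was higher in CC12 than in CC30 (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.34).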

### Memory acquisition and retrieval induce similar, but distinct, genome-wide changes in gene expression 30 minutes after exposure

To accurately assess the effect of contextual conditioning in gene expression in the hippocampus, we first removed unwanted variation detected by PCA by normalizing the expression matrix using k = 1 PCs, as described in experimental procedures. Subsequently, differential expression analysis was only carried out in comparison to time of day matched controls, to ensure that circadian time was not a confounding variable in the analysis. In addition to increase power, we implemented local false discovery rates (fdr) based on empirical null hypothesis estimation to account for multiple testing [38]. 

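The tests were tried on values simulated for FC30 and CC30 mice without group differences. Known changes were added to 100 probe sets at each of 2 sizes. Counts from simulated values need not carry over to the measured arrays. limma with Benjamini-Hochberg adjustment found 69 of 100 probe sets changed by 0.2 on the log2 scale and 100 of 100 changed by 0.5, with 19 false among 188 calls. Local false discovery rates of pair-wise statistics, written here after Efron's method, found 55 and 99, with 64 false among 218. With nothing changed, limma called 0 probe sets and local false discovery rates called 30. On the measured groups, local false discovery rates under 0.1 called 109 probe sets at FC30, 183 at RT30, 14 at FC4, 21 at FC12 and 11 at FC24.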

Local fdr estimation provides advantages above traditionally used Benjamini and Hochberg fdr correction [39] in cases in which the null distribution can be easily estimated from the data, or in other words in datasets in which the majority of the genes are not differentially expressed due to the treatment such as ours. 

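In FC30 mice, genes that neurons switch on within minutes of activity rose. They were Egr2, Fos, Fosb, Junb and Npas4, which encode transcription factors, Arc, the nuclear receptor Nr4a1, and Dusp1, a phosphatase that ends MAPK signals. Ccn1, a protein of the extracellular matrix induced by growth factors, rose with them. Klhdc9, a kelch domain protein, and the zinc finger protein Zfp799 fell. At FC30, 91 probe sets differed from CC30 (66 higher, 25 lower, 49 genes), and 2405 had an unadjusted p under 0.05. Egr2 (probe set 10363735) had the largest change among probe sets past the threshold. It was 6.53 ± 0.39 (SD, n = 9) in FC30 and 5.26 ± 0.16 (SD, n = 9) in CC30, a log2 fold change of 1.27 (SE 0.13, adjusted p = 7.35e-05 from limma), and lay above every CC30 mouse in 9 of 9 FC30 mice. Arc was 8.61 ± 0.25 (SD, n = 9) in FC30, a log2 fold change of 0.86 (adjusted p = 8.97e-05 from limma, again in 9 of 9 mice). Fos, Nr4a1 and Dusp1 had log2 fold changes of 0.82, 0.76 and 0.75, with adjusted p of 1.11e-04, 3.93e-05 and 2.06e-05 and 9 of 9 FC30 mice above the CC30 mean. Npas4 followed with 0.64 (adjusted p = 0.0415, 9 of 9 mice) and Ccn1 with 0.58 (adjusted p = 9.39e-05, 9 of 9 mice). Klhdc9 fell by 0.25 (adjusted p = 0.00839) and Zfp799 fell by 0.15 (adjusted p = 0.0446, past the threshold in 10 of 13 settings). The count was 53 over probe sets with 1 gene symbol and 49 when PC1 was found again without the 6 arrays that stood apart. With local false discovery rates of z-scores it was 16, of which 0 were lower.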

After normalization, we observe the greatest number of gene expression changes at the first sensitive period during memory consolidation (FC30'): 183 probe sets, representing 126 known genes (fdr <0.1). 

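At FC4, Arc, Fosb and Egr2 lay above their CC4 means in nearly all mice, by amounts that did not pass the test. Xdh, which makes uric acid, and the glucocorticoid responsive genes Hif3a and Plin4 lay higher too. At FC12, Klf4, an immediate early gene of the zinc finger family, and Per2 lay below CC12, and Bdnf and Glis3, a marker of dentate granule cells, lay above. limma called 0 probe sets at FC4 (1902 with an unadjusted p under 0.05) and 0 at FC12 (1442). The equal variance test with Benjamini-Hochberg adjustment called 0 at both. The log2 fold changes at FC4 were 0.21 for Arc (unadjusted p = 0.00623 from limma, 8 of 9 mice), 0.20 for Fosb (unadjusted p = 0.00136, 9 of 9 mice) and 0.16 for Egr2 (unadjusted p = 0.0107, 9 of 9 mice), each with an adjusted p of 0.922. Hif3a had 0.27 (adjusted p = 0.29), Xdh 0.30 (adjusted p = 0.426) and Plin4 0.34 (adjusted p = 0.877). At FC12, Klf4 had -0.26 (unadjusted p = 2.56e-04, 9 of 9 mice, past the threshold in 1 of 13 settings), Glis3 0.14 (unadjusted p = 0.00122), Bdnf 0.09 (unadjusted p = 0.0217) and Per2 -0.08 (unadjusted p = 0.049), each with an adjusted p of 1. Of the 22 glucocorticoid responsive genes, 0 were higher at FC4 over all genes and 7 when adjusted over the list alone, with a mean of 0.09 and an adjusted p of 4.1e-11 from camera (0.0459 with an estimated correlation). Of 46 immediate early genes, 0 were higher at FC4 (1 when adjusted over the list alone), 35 lay above zero and the mean was 0.04 (camera adjusted p = 1.54e-06, 0.276 with an estimated correlation). Averaged on each array, in a test chosen later, their difference did not pass (exact permutation p = 0.109, 8 of 9 mice). Replicate 3 of FC4 lay far above the rest there, at 7.15 against a group mean of 7.03, and raises this difference. Markers of meningeal fibroblasts also lay higher at FC4 (mean 0.21, camera adjusted p = 3.24e-05, 0.402 with an estimated correlation). So did those of astrocytes (mean 0.04, camera adjusted p = 6.42e-04, 0.11 with an estimated correlation). The clock genes had a mean of -0.04 at FC12, with 16 of 19 below zero (camera adjusted p = 0.00125, 0.041 with an estimated correlation). Of 10 dentate granule cell markers, 0 were higher at FC12 (1 when adjusted over the list alone, mean 0.07, 10 of 10 above zero, camera adjusted p = 1.85e-05, 0.276 with an estimated correlation). Markers of other cell types also lay mostly above zero at FC12. These were 14 of 14 oligodendrocyte markers (mean 0.11, camera adjusted p = 4.81e-09, 0.319 with an estimated correlation) and 7 of 9 markers of CA3 pyramidal cells (mean 0.03, camera adjusted p = 0.0286, 0.521 with an estimated correlation). In both lists 0 genes passed, over all genes and when adjusted over the list alone. The effects at the time points were also compared with each other. The effect at FC30 minus that at FC4 passed the threshold for 16 probe sets (15 larger and 1 smaller at FC30), and minus that at FC12 for 31 (24 and 7). For Egr2 the effect at FC30 exceeded that at FC4 by 1.12 (adjusted p = 1.04e-04) and that at FC12 by 1.30 (adjusted p = 7.47e-05).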

The number of genes whose expression changed at the two other sensitive periods (FC4 and FC12) was small and non-overlapping (Figure 1A). No changes in gene expression were detected 24 hours after training. 

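In FC24 mice, Arc and Egr2 lay close to their CC30 levels. Snord14e, a small nucleolar RNA, lay above the CC30 mean in all mice and the microRNAs Mir488 and Mir138-2 lay below it, none past the threshold. limma called 0 probe sets at FC24 (1534 with an unadjusted p under 0.05), and so did the equal variance test with Benjamini-Hochberg adjustment. The fit of all 8 groups called 1. The log2 fold change was 0.01 for Arc and 0.08 for Egr2. It was 0.26 for Snord14e (unadjusted p = 0.00234 from limma, 9 of 9 mice), -0.20 for Mir488 (unadjusted p = 0.00558) and -0.12 for Mir138-2 (unadjusted p = 0.00911), each with an adjusted p of 1. Of 306 microRNA genes 0 differed, with a mean of 0.01 (camera adjusted p = 0.0517, 0.455 with an estimated correlation).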

We cannot distinguish which transcriptional changes correspond to the memory for the context alone and which ones to the memory for the context with the shock. We have previously shown, however, that gene expression changes detected in the hippocampus 30 minutes after FC using microarrays are not significantly different from those induced by context alone [17]. Thus it is possible that the signal-to-noise resolution in genome-wide studies is not enough to differentiate the transcriptional responses between those two memory traces. 

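The means of CC12 and FC12 were joined first, then CC4 with FC4, FC30 with RT30, and CC30 with FC24. Trained and untrained mice at 12 h therefore stayed together, those at 4 h did so with this distance, and FC24 lay with the untrained mice of its time of day. With average linkage on 1 minus the correlation of the centred RMA means, the distance was 0.643 for CC12 and FC12, 0.864 for CC4 and FC4, 0.867 for FC30 and RT30, and 0.915 for CC30 and FC24. The pair of FC30 and RT30 was joined to that of CC12 and FC12 at 1.06. With mice resampled within groups, FC30 and RT30 joined before all other groups in 68 of 1000 draws and formed a pair at some step in 614. The second count was chosen after the tree was seen. With Euclidean distance CC4 and FC4 did not form a pair (182 of 1000 draws), and FC4 was joined to CC30 and FC24. With the first distance, CC12 and FC12 formed a pair in 805 draws, CC4 and FC4 in 397, and CC30 and FC24 in 283. With PC1 subtracted, FC30 and RT30 formed a pair in 904 draws, and with Euclidean distance in 419.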

Hierarchical clustering revealed that genome-wide changes immediately following acquisition (FC30') were similar to changes observed after retrieval of memory (RT30') (Figure 1B). Additional file 5 summarizes the results of the effects of contextual conditioning in the mouse hippocampus. 

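In RT30 mice the activity-regulated genes named for FC30 rose again, and Tm6sf2, a protein of lipid export, rose with them. Among genes of blood vessel walls, Cldn5, of endothelial tight junctions, and She, an adaptor of endothelial cells, fell. The microRNA Mir128-2 also fell, and it lay about as low in FC30 mice. At RT30, 99 probe sets differed from CC30 (66 higher, 33 lower, 55 genes), and 2456 had an unadjusted p under 0.05. At an adjusted p under 0.01, 23 probe sets differed at FC30 (20 higher, 3 lower) and 28 at RT30 (21 higher, 7 lower). Tm6sf2 had a log2 fold change of 0.52 (adjusted p = 0.0214, 9 of 9 mice). Mir128-2 fell by 0.27 (adjusted p = 0.0591). It had -0.25 at FC30 (adjusted p = 0.121, past the threshold in 7 of 13 settings) and -0.02 in RT30 against FC30 (unadjusted p = 0.756 from limma), and untrained CC12 mice lay below CC30 by 0.31 (adjusted p = 0.00206). She fell by 0.23 (adjusted p = 0.053) and Cldn5 fell by 0.20 (adjusted p = 0.0673, 9 of 9 mice). Cldn5 lay about as low at FC30, from -0.205 to -0.196 over the settings, though past the threshold in only 1 of 13. Of 17 endothelial markers, 3 were lower at RT30 (4 when adjusted over the list alone, mean -0.08, camera adjusted p = 1.2e-04, 0.345 with an estimated correlation) and 1 at FC30 (4, mean -0.07, camera adjusted p = 1.25e-04, 0.402 with an estimated correlation). RT30 mice also differed from FC24 mice, which were trained at the same time and not returned to the chamber, in 54 probe sets (43 higher, 11 lower, 40 genes). There Egr2 had 0.96 (adjusted p = 6.79e-05), Arc 0.81 (adjusted p = 1.98e-07) and Nr4a1 0.74 (adjusted p = 4.12e-09). Cldn5 fell by 0.18 against FC24 (adjusted p = 0.0839). The mean of the endothelial markers on each array had -0.04 against FC24 (exact permutation p = 0.386, 5 of 9 mice), in a test chosen later. The count at RT30 was 149 in a fit of all 8 groups and 36 with local false discovery rates of z-scores.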

The number of genes regulated at FC30' and RT30' is shown in Figure 1C at two different false discovery rates, fdr<0.1 and <0.01. Fold changes observed through microarrays are small. 

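Among the probe sets that differed at FC30, only that of Egr2 more than doubled in level. At RT30, those of Snord14e and Egr2 did. The median fold size was 1.27 at FC30 (1.09 to 2.42) and 1.25 at RT30 (1.1 to 2.2), counting falls by their inverse. A fold over 1.5 was found for 11 of 91 at FC30 and 10 of 99 at RT30. In the plot of the 4 genes by group, FC30 and RT30 mice lie above the CC30 mice for Egr2 and Snord14e and mostly below them for Sox18, a transcription factor of endothelial cells. For Snord14e, CC12 and FC12 mice also lie above every CC30 mouse. For H2ac21 (Hist2h2ab), a histone of nucleosomes, the ranges of FC30 and RT30 mice overlap that of CC30 mice. All FC30 mice lie below all FC24 mice, with the highest FC30 mouse at 10.17 and the lowest FC24 mouse at 10.18.

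**Figure D1:**
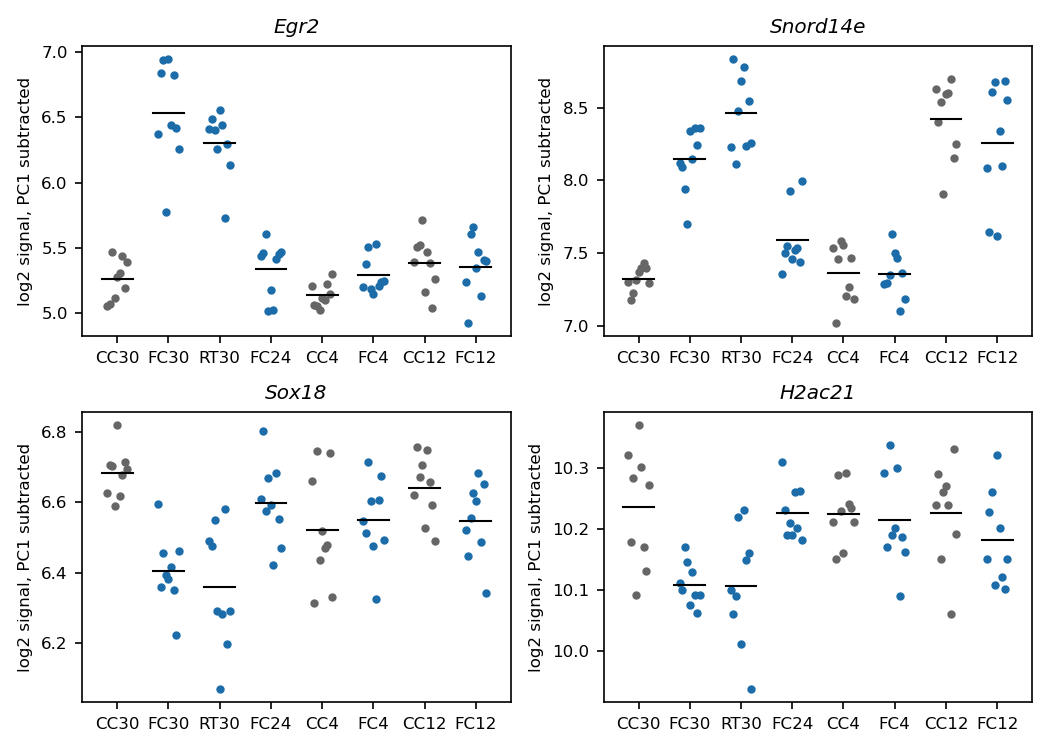
Log2 signal with the first principal component subtracted (vertical axis) in the 8 groups (horizontal axis), 1 panel per gene. Points are mice, lines are group means, grey marks untrained and blue trained groups. The mean of Egr2 is 5.26 in CC30, 6.53 in FC30 and 6.30 in RT30.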

Our use of whole hippocampal homogenates will dilute the signal when only a small proportion of the cells in the sample (such as neurons) are responsible for the changes, and thus statistically robust differences in expression that appear small in magnitude are expected.

**Figure 1:**
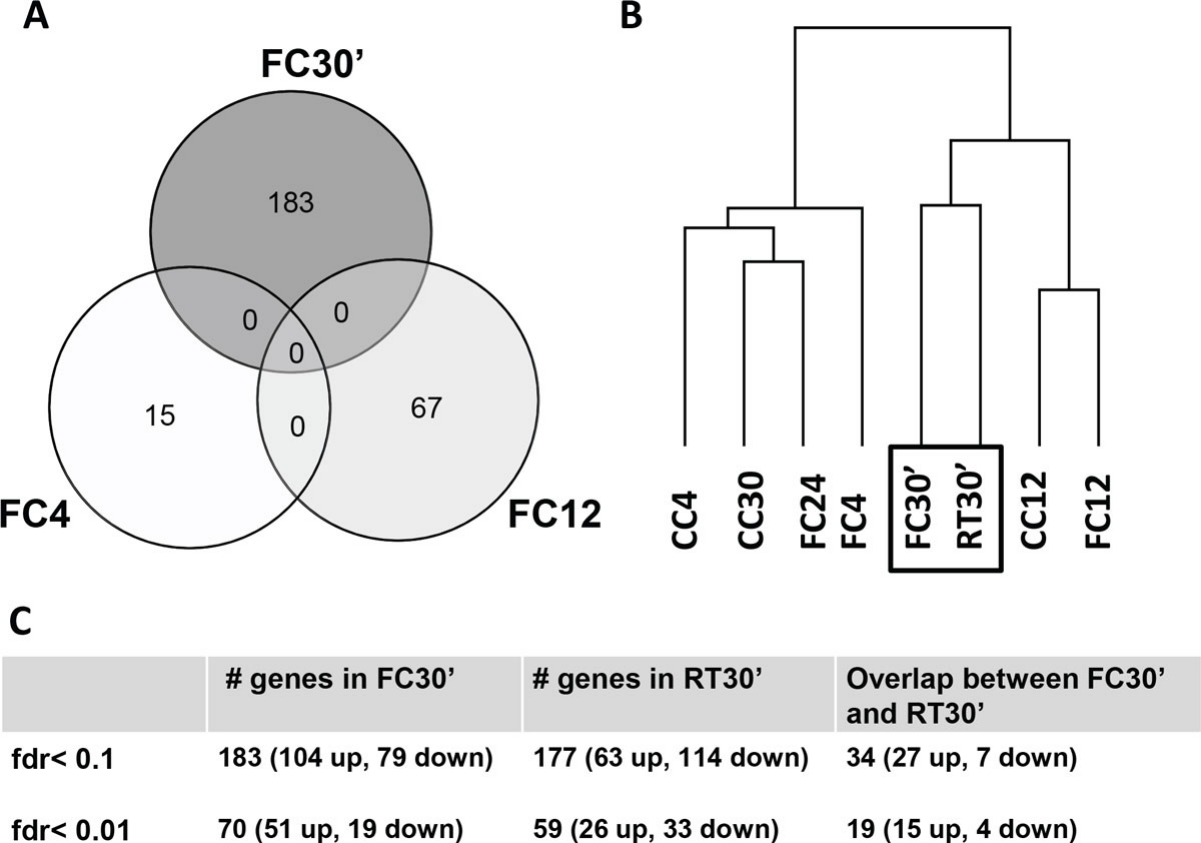
**Genome-wide changes in gene expression after memory acquisition and retrieval**. **A**. Number of probe sets differentially expressed at each sensitive period during memory acquisition (FC30', FC4 and FC12) relative to their circadian time controls (CC30', CC4, CC12). **B**. Genome-wide hierarchical clustering of gene expression patterns at all time-points. Changes 30 minutes after acquisition (FC30') and 30 minutes after retrieval (RT30') are similar genome-wide (black box). **C**. Number of differentially regulated genes at FC30 and RT30 at two different false discovery rates (fdr <0.01 and < 0.1) and their overlap. The overlap is concentrated in upregulated genes.

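The genes that rose in both FC30 and RT30 mice included Egr2, Arc, Fos, Nr4a1, Dusp1 and Btg2. Sox18, Mir219a-2 and the noncoding RNA 2900052L18Rik fell in both. Of the probe sets past the threshold, 40 were higher in both comparisons (29 genes) and 12 were lower in both (6 genes). Independent comparisons would share 0.123 and 0.0232. At an adjusted p under 0.01, 13 were higher in both and 0 were lower. Both comparisons use the CC30 mice, which makes their changes alike. Across probe sets, which are not independent replicates, their log2 fold changes had r = 0.621, and groups with nothing changed gave 0.499 on average (0.258 to 0.709). With 5 CC30 mice for 1 comparison and 4 for the other, the median r was 0.178. Fewer mice also leave fewer calls, with medians of 29 and 31. The median was 11 for probe sets higher in both (8 to 14) and 0 for those lower in both (0 to 2). FC30 against CC30 and RT30 against FC24 share no mice. They had r = 0.239 and shared 26 higher probe sets (22 genes) and 4 lower ones (2 genes). Unchanged groups simulated for this pair gave r = -0.00527 on average and 0.172 at the highest of 100 draws. The observed r exceeded every draw, and shared mice cannot give it. This argues against shared controls as the only source of the likeness. Of the 66 probe sets that rose at FC30, 63 lay above zero in RT30 against FC24, 47 with an unadjusted p under 0.05.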

Several genes not previously reported to be regulated by memory acquisition and retrieval in the hippocampus were identified and validated by qPCR in a new cohort of animals (*n *= 8). We show that log fold-changes as small as 0.1 in microarrays are reproducible by qPCR in an independent set of experiments. Changes in gene expression that are similar between FC30' and RT30' include the induction of *Btg2 *and *Sik1*, as well as the downregulation of *Sox18 *(Figure 2A). 

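Btg2, which restrains cell division, and Sik1, a kinase that keeps CREB coactivators out of the nucleus, rose in FC30 and RT30 mice. Sox18, a transcription factor of endothelial cells, fell in both. Btg2 had a log2 fold change of 0.46 at FC30 (SE 0.05, adjusted p = 1.25e-04) and 0.43 at RT30 (SE 0.04, adjusted p = 1.63e-05). Sik1 had 0.52 at FC30 (SE 0.07, adjusted p = 3.94e-04, above every CC30 mouse in 8 of 9 mice) and 0.49 at RT30 (SE 0.06, adjusted p = 1.99e-04, 9 of 9 mice). Sox18 (probe set 10490731) was 6.68 ± 0.07 (SD, n = 9) in CC30. It was 6.40 ± 0.10 (SD, n = 9) in FC30, where it fell by 0.28 (adjusted p = 0.00372 from limma), and 6.36 ± 0.17 (SD, n = 9) in RT30, where it fell by 0.32 (adjusted p = 0.0283 from limma). It lay below the CC30 mean in 9 of 9 mice of both groups. Against FC24, Sox18 at RT30 had -0.24 (adjusted p = 0.376). Between RT30 and FC30 the log2 fold change was -0.04 for Btg2, -0.03 for Sik1 and -0.05 for Sox18, each with an adjusted p of 1.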

The potential role of these identified gene candidates in learning and memory can be largely substantiated by available literature. *Btg2 *is a pan-neural gene whose deletion or overexpression has been shown to alter contextual memory [40]. It has been previously shown to be induced in the amygdala after contextual conditioning [17], but not in the hippocampus. Sox18 is known to interact with MEF2, an important regulator of neuronal differentiation [41] and hippocampal learning [42]. *Sik1*, another candidate gene identified in our study, also affects MEF2 activity as well as being a repressor of CREB transcription through CRTC [43-46]. CREB-dependent and MEF2-dependent transcription are both known to be important for long-term memory formation. Memory acquisition and retrieval also induce *Per1 *expression; however they differentially affect expression of the two known isoforms (NM_011065 and NM_001159367). Indeed Per1 knockout mice have been shown to have hippocampal-dependent memory deficits [47]. 

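Per1, a clock gene that CREB also induces, rose in FC30 and RT30 mice by nearly the same amount. The array reports Per1 with 1 probe set (10377439), so its isoforms were not separated here. Its log2 fold change was 0.26 at FC30 (SE 0.05, adjusted p = 0.0166) and 0.26 at RT30 (SE 0.04, adjusted p = 0.0117), above the CC30 mean in 9 of 9 mice of both groups. RT30 against FC24 gave 0.27 (adjusted p = 2.36e-04). Between RT30 and FC30 mice Per1 did not differ past the threshold (adjusted p = 1).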

Measuring expression of exon18 which is present in both isoforms by qPCR shows an increase only at RT30'. However, measuring only expression of isoform 1 (exon 1B) shows a sharp increase at FC30' and a reduction at RT30' (Figure 2B), suggesting that both processes differentially affect *Per1 *splicing. We also confirmed induction of a majority of genes previously shown to be upregulated after memory acquisition and reproduced in several studies. These include *Arc*, *Fos*, *Fosb*, *Dusp1*, *Egr1 *(*Zif268*), *Egr2*, *Nr4a1*, *JunB*, *Sgk1, Npas4, Ddit4 *and *Nfkbia*. [17-19,48], all of which are also upregulated after retrieval (Additional file 5). 

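All 12 of the genes named here by the study as known to respond rose in FC30 mice and in RT30 mice. Besides those above they include Egr1, a transcription factor induced by synaptic activity, and Ddit4 and Sgk1, which glucocorticoids induce. The smallest change of the 12 was that of Sgk1, 0.20 at FC30 (adjusted p = 0.0117) and 0.24 at RT30 (adjusted p = 0.00698), in 9 of 9 mice of both groups. Egr1 had 0.39 at FC30 (adjusted p = 0.00942) and Ddit4 0.32 (adjusted p = 0.0446). At RT30, Arc had 0.82 (adjusted p = 9.77e-07), Dusp1 0.76 (adjusted p = 6.25e-08) and Npas4 0.58 (adjusted p = 0.0673, past the threshold in 11 of 13 settings). The mean over the 12 was 0.60 at FC30 and 0.55 at RT30. In RT30 against FC24, 10 of them were higher (12 when adjusted over the list alone). The study named them for their rise in these samples, so the list is not independent evidence. Of the 46 immediate early genes listed beforehand, 17 were higher and 0 lower at FC30 (24 and 0 when adjusted over the list alone), with a mean of 0.25, a median of 0.13 and a camera adjusted p of 2.83e-41 (0.00139 with an estimated correlation). At RT30, 16 were higher (20 when adjusted over the list alone, camera adjusted p = 4.07e-37, 4.2e-04 with an estimated correlation). Averaged on each array, their mean rose by 0.25 (SE 0.03) at FC30, 0.22 (SE 0.02) at RT30 and 0.22 (SE 0.01) in RT30 against FC24 (exact permutation p = 4.11e-05 each, two-sided, the smallest that 9 against 9 can give).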

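Bdnf, a growth factor that neurons release with activity, lay slightly above CC30 in most FC30 and RT30 mice, by less than the spread the test allows. Its probe set 10474399, which does not separate isoforms, was 6.16 ± 0.10 (SD, n = 9) in FC30, 6.14 ± 0.03 (SD, n = 9) in RT30 and 6.09 ± 0.05 (SD, n = 9) in CC30. The log2 fold change was 0.07 at FC30 (SE 0.04, adjusted p = 0.777 from limma, above the CC30 mean in 7 of 9 mice) and 0.05 at RT30 (adjusted p = 0.789, 9 of 9 mice).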

We do not observe induction of *Bdnf *at FC30' in our microarray analysis or by qPCR analysis of levels of individual *Bdnf *isoforms (data not shown), contrary to what has been previously reported [49]. *Bdnf *induction does not peak until 2 hours after fear conditioning [49], thus levels of *Bdnf *may not have increased sufficiently for detection in our samples.

**Figure 2:**
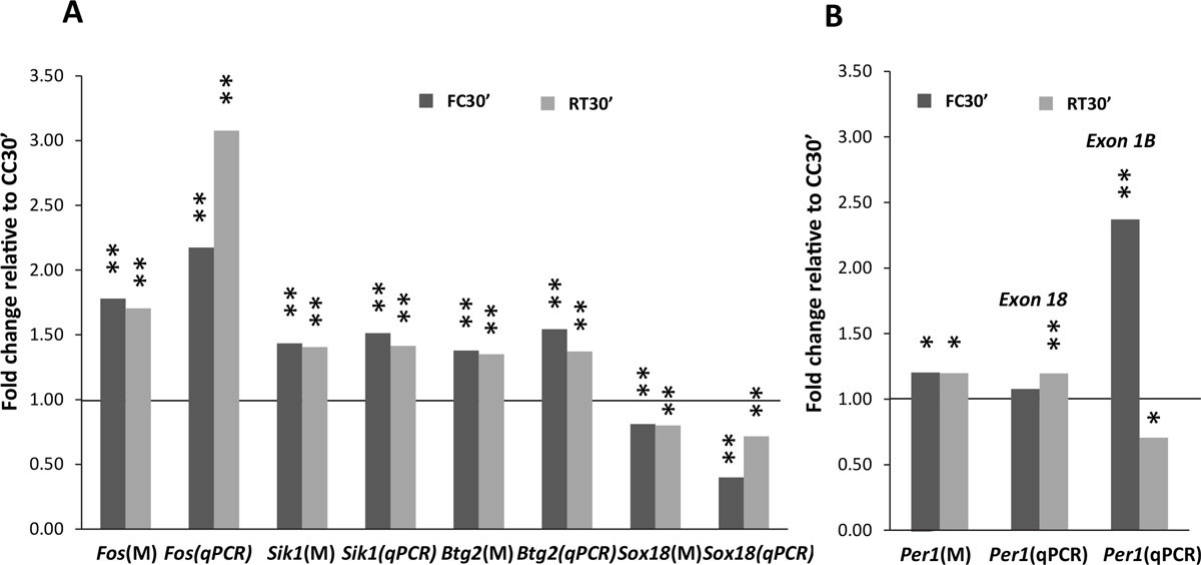
**Memory acquisition and retrieval upregulate the expression of similar genes**. **A**. *Btg2*, *Sox18 *and *Sik1 *are regulated at both FC30' (dark grey) and RT30' (light gray). **B**. Selective upregulation of *Per1 *isoforms at FC30' and RT30'. Microarray and qPCR samples are from independent cohorts of animals (*n *= 9, *n *= 8). qPCR values represent average fold change relative to controls (CC30') after normalization against *Gapdh *levels. Microarray experiment results are labeled (M). *Fos *is included as positive control. Statistical significance is shown as either fer (microarrays) or p-values (qPCR), <0.01(**) or <0.1 (*).

To investigate which functions or pathways are affected by memory acquisition and retrieval, we carried out functional annotation and functional interaction analyses of protein coding genes. Figure 3A depicts the relationship between genes regulated in FC30' and RT30' and the corresponding functional categories. The scatterplot shows t-statistics of differential expression relative to CC30' for both groups plotted relative to each other. Genes that are statistically significant in the FC30' vs. CC30' comparison at fdr <0.1 are shown in red, and those significant in the RT30' vs. CC30' comparison in blue. The upper-right quadrant highlights genes that are up-regulated in both conditions. Interestingly, the overlap between FC30' and RT30' concentrated in upregulated genes shows enrichment for a single functional class: transcriptional regulation (Figure 3A), and includes genes such as *Btg2*, *Fos*, *Egr1*, *Egr2*, *Nr4a1*, *JunB*, and *NfKbia*. 

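The transcriptional regulators Btg2, Fos, Egr1, Egr2, Nr4a1, Junb and Nfkbia rose in both groups. Nfkbia encodes the inhibitor that holds NF-kB in the cytoplasm, and Junb a partner of Fos. At RT30, Egr2 had a log2 fold change of 1.04 (SE 0.09, adjusted p = 4.82e-06), Fos of 0.77 (adjusted p = 1.35e-05) and Nr4a1 of 0.70 (adjusted p = 1.36e-06). Junb had 0.45 (adjusted p = 0.0531, past the threshold in 11 of 13 settings), Nfkbia 0.30 (adjusted p = 0.00641) and Egr1 0.30 (adjusted p = 0.0214). Each lay above the CC30 mean in 9 of 9 RT30 mice. At FC30, Junb had 0.48 (adjusted p = 0.0165) and Nfkbia 0.26 (adjusted p = 0.0054), and Fosb, another partner of Jun proteins, 0.44 (adjusted p = 3.94e-04).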

Further detail on the results of the functional annotation analysis can be found in Additional files 6 and 7. To identify the regulatory networks involved the regulation of this class of genes; we performed functional interaction network analysis of up-regulated genes at both time-points (Additional file 8A). 

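Among targets of NF-kB, Nfkbia rose in FC30 and RT30 mice, and Rel and Relb, which encode subunits of NF-kB, rose in FC30 mice. Genes that glucocorticoids induce also rose at both times, among them Sgk1 and Ddit4. Most members of both lists did not pass the test over all genes. Of 17 NF-kB target genes, 3 were higher and 0 lower at FC30 (4 and 0 when adjusted over the list alone), with a mean of 0.06 and an adjusted p of 1.11e-04 from camera (0.0709 with an estimated correlation). At RT30, 1 was higher (1 when adjusted over the list alone, camera adjusted p = 0.00119, 0.0594 with an estimated correlation). In RT30 against FC24, 0 were higher. Of 22 glucocorticoid responsive genes, 3 were higher at FC30 (5 higher and 1 lower when adjusted over the list alone, mean 0.07, camera adjusted p = 5.6e-05, 0.143 with an estimated correlation) and 3 at RT30 (7, mean 0.09, camera adjusted p = 1.25e-07, 0.0481 with an estimated correlation). Of 11 genes of NMDA receptors and CaMKII, 0 differed at FC30 (0 when adjusted over the list alone), with a mean of -0.03 (camera adjusted p = 0.293).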

The results suggest that three main transcriptional networks are being activated by both memory acquisition and retrieval, all highly interconnected: a MAPK/CREB network, an Nf-κB network, as well as a network represented by *Per1 *(Additional file 8B). These results agree with a previously established role of the MAPK/CREB and Nf-κB transcriptional pathways in learning and memory formation [50,51], and thus provides further evidence supporting the robustness of our approach.

**Figure 3:**
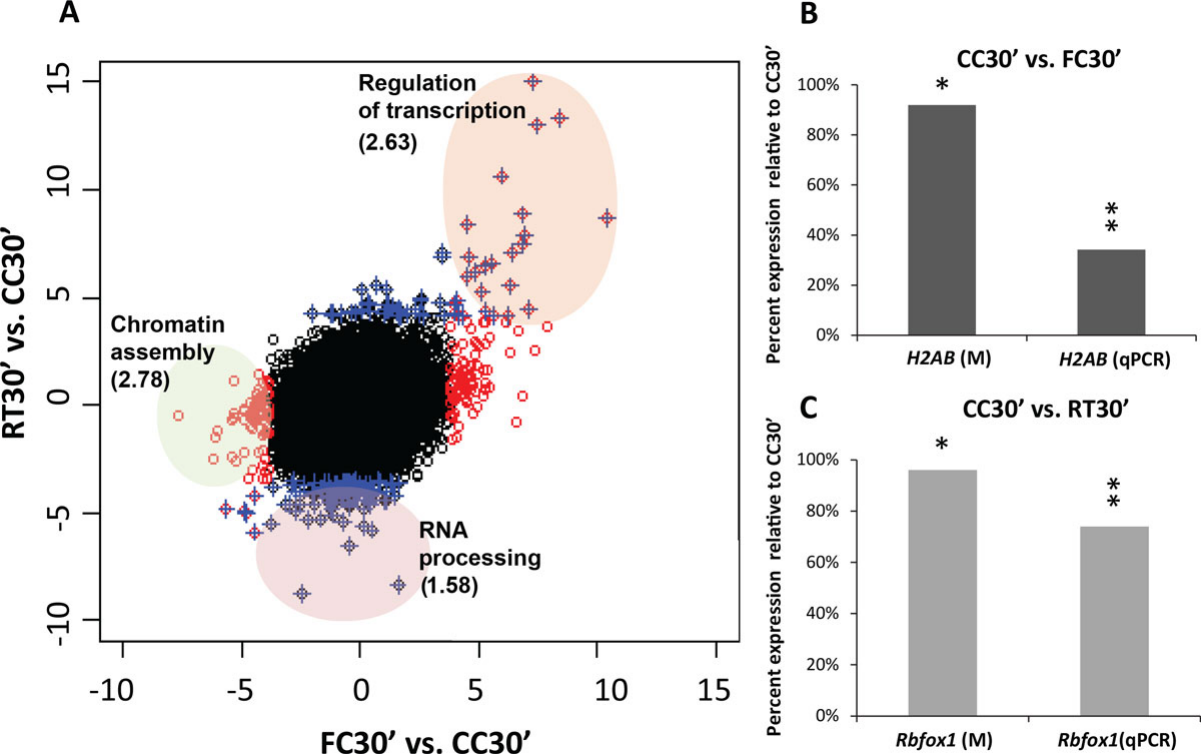
**Memory acquisition and retrieval down-regulate different processes**. **A**. Comparison of differential expression between memory acquisition (x-axis) and retrieval (y-axis). Values represent t-statistics of each condition (FC30', RT30') vs. circadian time control (CC30') for each gene. Genes not differentially expressed are represented as black circles, differentially expressed (DE) genes at FDR <0.1 are represented as red circles for FC30 and blue crosses for RT30'. Results of functional annotation clustering analysis (**Figures S4 and S5**) for each class of DE genes are shown in colored ovals and labeled according to enriched function. Genes upregulated at FC30' and RT30' corresponding to the function "Regulation of transcription" are highlighted in orange. Genes downregulated at FC30 corresponding to the function "Chromatin assembly" are shown in green. Genes downregulated at RT30' corresponding to the function "RNA processing" are shown in pink. Enrichment scores (EASE) for functional clusters are shown in parenthesis, all functions are significantly enriched compared to the expected frequency for genes in the microarray (EASE >1.3 ~ geometric mean of p-value of all functions in the cluster <0.05) **B**. Downregulation of gene expression of *H2AB *at the first sensitive period during consolidation (FC30', dark grey) **C**. Downregulation of gene expression of *Rbfox1 *after retrieval of memory (RT30', light gray). Microarray and qPCR samples belong to independent cohorts of animals (*n *= 9, *n *= 8). Values represent average fold change relative to controls (CC30') after normalization against *Gapdh *levels. Microarray experiment results are labeled: (M). Statistical significance is shown as either fdr (microarrays) or p-values (qPCR) <0.05 (**) or <0.1 (*).

### Memory acquisition and retrieval downregulate different epigenetic processes that modify gene expression

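Sox18, Mir219a-2, Mir138-2, Mir9-1, 2900052L18Rik and 9430053O09Rik fell in both FC30 and RT30 mice, each compared with the same CC30 mice. Of 25 probe sets lower at FC30, 13 were not past the threshold at RT30, and of 33 lower at RT30, 21 were not past it at FC30. The 25 that fell at FC30 had a mean log2 fold change of -0.37 there, of -0.35 at RT30 and of -0.22 in RT30 against FC24, where the mice are others than CC30. In that comparison 24 of them lay below zero, 14 with an unadjusted p under 0.05. The 33 that fell at RT30 had a mean of -0.34 there and a smaller one of -0.25 at FC30. At FC30 all 33 lay below zero, 29 with an unadjusted p under 0.05.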

An interesting observation in Figure 3A is that the lower-left quadrant is almost empty, showing little overlap between downregulated genes. Accordingly, genes downregulated after acquisition and retrieval show no overlap in function. 

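No gene differed between RT30 and FC30 mice past the threshold. Of the genes the paper names, Fosb lay lower and Snord14e higher in RT30 mice. Markers of the choroid plexus, which makes cerebrospinal fluid and strongly expresses Ttr, lay lower in RT30 than in FC30 mice. limma called 0 probe sets for RT30 against FC30, the equal variance test with Benjamini-Hochberg adjustment 0 and local false discovery rates 18, and 1386 had an unadjusted p under 0.05. The log2 fold change was 0.32 for Snord14e (unadjusted p = 0.00856 from limma), -0.12 for Fosb (unadjusted p = 0.0129) and -0.23 for Egr2 (unadjusted p = 0.123). Of 12 choroid plexus markers, 0 were lower over all genes and 10 when adjusted over the list alone, with a mean of -0.43 (camera adjusted p = 2.81e-11, 0.276 with an estimated correlation). In FC30 against CC30 they had a mean of 0.46, 12 of 12 above zero (0 higher, 4 when adjusted over the list alone, camera adjusted p = 7.74e-09, 0.348 with an estimated correlation). Ttr had 1.56 there (adjusted p = 0.551, 8 of 9 mice) and -1.31 in RT30 against FC30 (unadjusted p = 0.0267). Of 10 markers of dentate granule cells 0 differed in RT30 against FC30 (2 lower when adjusted over the list alone, mean -0.08, camera adjusted p = 2.08e-04, 0.348 with an estimated correlation).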

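Genes of histone H2A, 1 of the proteins around which DNA is wound, lay below CC30 in FC30 mice as a group, and nearly as low in RT30 mice. No single H2A probe set passed the test over all genes. H4 genes lay lower too, while H2B, H3 and H1 genes lay on both sides of zero. Of 11 H2A genes, 0 were lower at FC30 and 4 when adjusted over the list alone. Their mean log2 fold change was -0.07, with 10 of 11 below zero (camera adjusted p = 1.25e-04, 0.0834 with an estimated correlation). At RT30, 0 were lower (0 when adjusted over the list alone, mean -0.05, camera adjusted p = 0.034, 0.51 with an estimated correlation). With the probe sets shared by several H2A genes included, 24 in all, the mean on each array fell by 0.07 at FC30 (SE 0.02, exact permutation p = 0.0122, two-sided, 9 of 9 mice) and by 0.07 at RT30 (SE 0.03, exact permutation p = 0.0434, two-sided, 8 of 9 mice). This test was chosen after the list tests were seen. The probe set of Hist1h2af (10404026) is shared by 8 genes of the annotation and had a log2 fold change of -0.08 (adjusted p = 0.672, 9 of 9 mice). Of 7 H4 genes, 0 differed at FC30 (0 when adjusted over the list alone, mean -0.07, camera adjusted p = 0.0321, 0.452 with an estimated correlation). Of 10 H2B genes, 5 H3 genes and 8 H1 genes, 0 differed, with means of -0.01, 0.06 and -0.04 and camera adjusted p of 0.651, 0.223 and 0.279. Adjusted over the list alone, 2 H1 genes were lower.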

Chromatin assembly is downregulated after acquisition (Additional file 7A), exemplified by histone 2A isoforms *Hist1h2af*, *Hist2h2ab*, *Hist1h2ao *and *Hist2h2aa1*. RNA processing is downregulated after retrieval (Additional data file 7B), exemplified by splicing factors *Prpf38b *and *Rbfox1*, and spliceosome kinase *Srpk2*. 

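Prpf38b, a splicing factor, lay below CC30 in all RT30 mice. So did Rbfox1, which controls alternative exons in neurons and was about as low in FC24 mice. Neither passed the test, nor did the probe set for the kinase Srpk2, which phosphorylates splicing factors and shares that probe set with Kmt2e. At RT30 the log2 fold change of Prpf38b was -0.10 (SE 0.03, adjusted p = 0.453, unadjusted p = 0.00677 from limma, 9 of 9 mice). Rbfox1 (probe set 10433403) was 11.37 ± 0.03 (SD, n = 9) in RT30, 11.41 ± 0.05 (SD, n = 9) in FC30 and 11.42 ± 0.04 (SD, n = 9) in CC30. Its log2 fold change at RT30 was -0.05 (adjusted p = 0.651, unadjusted p = 0.0304 from limma, 9 of 9 mice). The shared probe set of Srpk2 and Kmt2e had -0.05 (adjusted p = 0.738). In RT30 against FC30, Prpf38b had -0.05 (unadjusted p = 0.127) and Rbfox1 -0.04 (unadjusted p = 0.0939). In FC24 mice, not tested for memory, Rbfox1 had -0.05 against CC30 (unadjusted p = 0.055), and RT30 against FC24 gave an unadjusted p of 0.911. Prpf38b had -0.06 in RT30 against FC24 (unadjusted p = 0.104). Of 107 splicing factors, 0 differed at RT30 (0 when adjusted over the list alone), 76 lay below zero and the mean was -0.01 (camera adjusted p = 0.36). At FC30, 0 differed and 1 was higher when adjusted over the list alone (camera adjusted p = 0.574).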

Downregulation of genes involved in chromatin assembly observed in our microarray after acquisition is driven by downregulation of Histone 2A isoforms. 

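H2ac21 (Hist2h2ab) lay below the CC30 mean in all FC30 mice. RT30 mice lay equally low. Of the H2A variants, H2aj lay lower at FC30 and H2ax and H2az1 lay near zero. H2ac21 (probe set 10494386) was 10.11 ± 0.03 (SD, n = 9) in FC30, 10.11 ± 0.10 (SD, n = 9) in RT30 and 10.24 ± 0.10 (SD, n = 9) in CC30. Its log2 fold change was -0.13 at FC30 (SE 0.04, adjusted p = 0.351, unadjusted p = 0.00218 from limma, 9 of 9 mice) and -0.13 at RT30 (SE 0.05, adjusted p = 0.509, 9 of 9 mice). It passed the threshold in 0 of 15 settings in both. Between RT30 and FC30 it did not differ past the threshold (SE 0.04, unadjusted p = 0.953 from limma). At FC30, H2aj had -0.11 (adjusted p = 0.556, 8 of 9 mice), and H2ax and H2az1 each -0.02.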

Based on closer inspection of the probe-level data, *Hist2h2ab *emerged as the H2A gene most likely regulated by during memory consolidation. Greater than 2-fold downregulation of expression of *Hist2h2ab*, herein referred to as *H2AB*, was confirmed by qPCR in an independent cohort of animals (Figure 3B).

To further investigate regulation of histone variants following memory acquisition we performed a quantitative proteomics analysis using a nanoLC-MS/MS platform 1 hour after contextual conditioning. The high similarity of sequence makes it challenging to determine the specificity of the regulation of H2A variants at the protein level using antibody-based technologies. We found that H2AB was detectable in proteomic analyses (Figure 4A) and easily distinguished from other H2A variants. As can be seen in the tandem mass spectra (Figure 4B and 4C) the 14 Da shift produced by the unique presence of a Valine instead of an Isoleucine in H2AB (Additional file 9) allows for the distinction of this novel activity-dependent variant from other H2As using proteomics. Quantification of abundance of histone variants (Figure 4D) demonstrates that H2AB is the most abundant variant in the mouse hippocampus. H2AB is also the only variant significantly downregulated by contextual conditioning (*p *< 0.05), consistent with the microarray and qPCR data, although trends for the reduction of H2A.Z and H2A.X are also observed. Because H2AB has not been previously characterized, we used a molecular evolution approach to investigate its relationship to H2A variants that have been characterized more thoroughly. The resulting multiple sequence alignment and phylogenetic tree (Additional files 9 and 10**S8**) show that H2AB is an H2A variant 100% conserved between human and mouse that is closely related to H2A.X and H2A.J whose role in transcriptional regulation has yet to be studied. Histone variants have emerged as key players regulating epigenetic processes such as chromatin structure and dynamics [52]. Although there is a great deal of knowledge regarding the importance of epigenetic processes such as histone modifications and DNA methylation to memory formation [5-7], the role of histone variants has not yet been explored. It has been previously shown that during rat cortical neuron differentiation there are changes in H2A and H3 variant composition [53]. More recently, an H2A variant (H2BE) necessary for the survival of olfactory neurons was identified, and its expression has been shown to be regulated in an activity-dependent manner [54]. Our data suggests that histone variants, and thus broader epigenetic changes such as global changes in chromatin accessibility, may be an important component of the epigenetic mechanisms recruited at the first sensitive period during memory consolidation.

**Figure 4:**
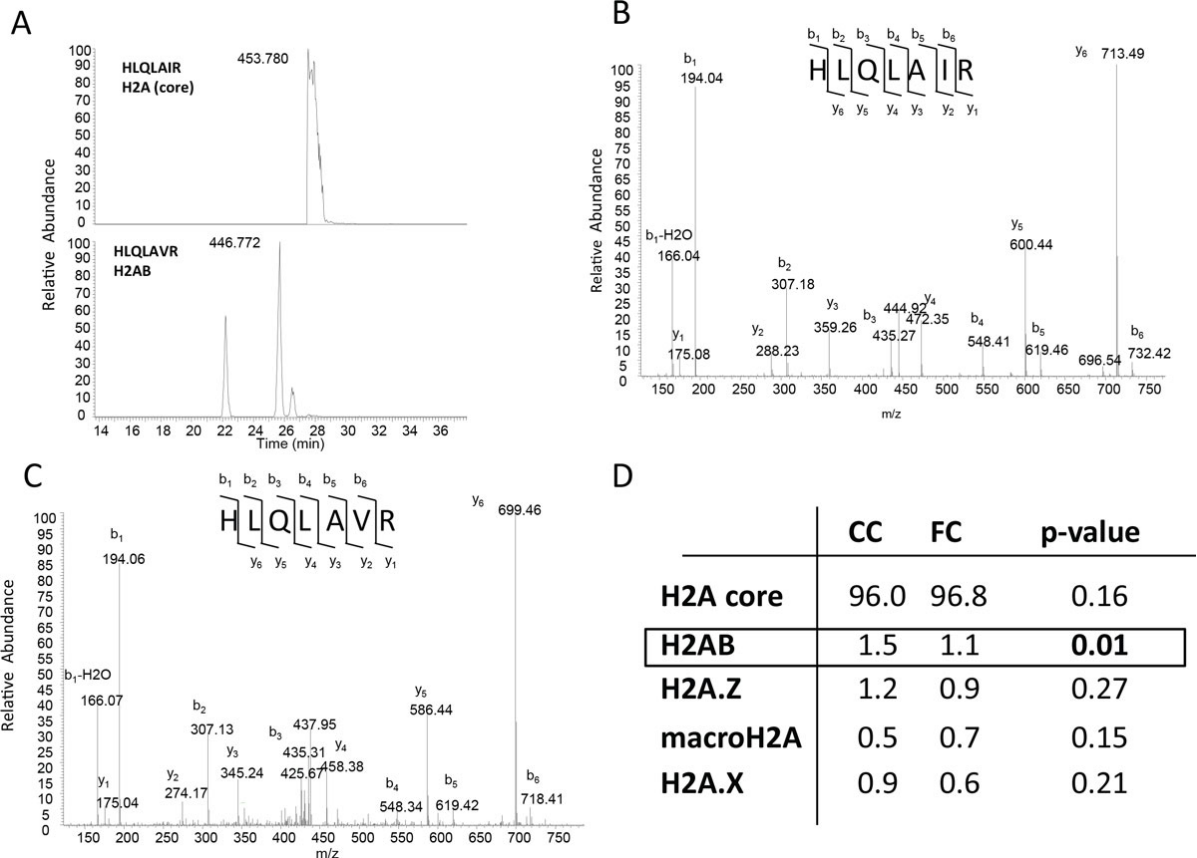
**Quantitative proteomic analysis of histone variants following contextual conditioning**. **A**. Single ion chromatograms of peptides from core H2A (HLQLAIR, 453.780 m/z) or the H2AB variant (HLQLAVR). **B**. MS/MS spectra positively identifying the peak at 453.780 m/z as containing the HLQLAIR sequence (core H2A). **C**. MS/MS spectra identifying the peak at 466.772 m/z as containing the HLQLAVR sequence (H2AB). **D**. Quantification of histone variants following contextual conditioning. Values represent average normalized percentage (*n *= 4 per group) of the total for each variant for cage controls (CC) and contextual fear conditioning (FC). Statistical significance was determined using two-tailed t-tests.

Memory retrieval had a bigger impact on processes that regulate RNA processing. The downregulation of splicing factor *Rbfox1 *was also replicated by qPCR in an independent cohort (Figure 3C). To our knowledge, this is the first time that *Rbfox1 *has been reported to be regulated by behavior. *Rbfox1 *is an important regulator of both splicing and transcription in brain development [55] that controls neuronal excitability [56]. Clinically, *Rbfox1 *deletion is correlated with developmental delays, learning disabilities and autistic-like features [57]. The results of the functional annotation analysis (Figure 3A), the validation of the down-regulation of Rbfox1 by qPCR (Figure 3C) and the differences in alternative splicing of Per1 observed between FC30' and RT30' (Figure 2B), suggest that post-transcriptional regulation may be of particular importance following memory retrieval. Splicing regulators have been previously reported to change expression during memory formation [58]. However, alternative splicing following memory formation at the genome-wide level has not been previously examined. Greater efforts in future experiments will be directed at understanding the regulation of different spliced isoforms after acquisition and retrieval.

### Memory consolidation and retrieval differentially regulate non-coding RNA expression

We also evaluated the regulation of 1,229 non-coding transcripts with well-established annotation. A summary of non-coding RNAs regulated either at FC30' and RT30' can be found in Additional file 11. 

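Among microRNAs, Mir212, which CREB induces in active neurons, and Mir505 rose in FC30 and RT30 mice. Mir219a-2, which promotes myelination by oligodendrocytes, fell in both, and so did Mir138-2, which limits the size of dendritic spines, and Mir9-1, of neural progenitors. Mir497, which acts on the cell cycle, fell in RT30 mice. Mir132, made from the same transcript as Mir212, did not pass the test. Mir212 had a log2 fold change of 0.47 at FC30 (adjusted p = 5.12e-04) and 0.48 at RT30 (adjusted p = 1.36e-06), and Mir505 0.27 (adjusted p = 0.014) and 0.30 (adjusted p = 0.0117). Mir219a-2 fell by 0.39 at FC30 (adjusted p = 0.0773, 9 of 9 mice, past the threshold in 10 of 13 settings) and fell by 0.49 at RT30 (adjusted p = 0.00471, 9 of 9 mice). Mir138-2 fell by 0.19 (adjusted p = 0.0446, 8 of 9 mice) and fell by 0.21 (adjusted p = 0.0473), and Mir9-1 fell by 0.28 (adjusted p = 0.092) and fell by 0.32 (adjusted p = 0.0673). At FC30 these passed in 10 of 13 settings. Mir497 fell by 0.29 at RT30 (adjusted p = 0.00698) and had -0.21 at FC30 (adjusted p = 0.407). Mir181c fell by 0.14 at RT30 (adjusted p = 0.0929, past the threshold in 8 of 13 settings). Mir132 had 0.14 at FC30 (adjusted p = 0.603, 8 of 9 mice) and 0.13 at RT30 (adjusted p = 0.535, 9 of 9 mice). Of 306 microRNA genes, 2 were higher and 3 lower at FC30 (4 and 5 when adjusted over the list alone, camera adjusted p = 0.453), and 3 were higher and 7 lower at RT30 (7 and 11, camera adjusted p = 0.182). Untrained CC12 mice differed from CC30 in the same direction: Mir219a-2 was lower by 0.48 (adjusted p = 0.0012), Mir138-2 by 0.21 (adjusted p = 0.018) and Mir497 by 0.26 (adjusted p = 0.0355, past the threshold in 11 of 13 settings), and Mir505 was higher (adjusted p = 0.00766). Between RT30 and FC30, Mir219a-2 had -0.10 (unadjusted p = 0.237 from limma).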

MicroRNA genes *miR-212*, *miR-132 *and *miR-219 *were selected for further validation. *MiR-212 *and *miR-132 *are CREB-dependent microRNAs derived from the same precursor that are induced by LTP [59] and play an important role in neuronal plasticity [60]. *MiR-219 *expression is dependent on the activity of NMDA receptors [61], which play an essential role in the acquisition of spatial memories in the hippocampus [62,63]. In addition, we selected three non-coding RNAs whose role in brain function has not been studied previously for further validation: two variants of a small nucleolar RNA (snoRNAs *Snord14d *and *Snord14e*) and *miR-410*, one of the microRNAs contained within the *Mirg *imprinted non-coding RNA cluster. *Snord14e *and *Snord14d *represent some of the highest fold changes seen in our microarray while *Mirg *is strongly expressed in the brain during development [64]. 

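Snord14e guides the methylation of ribosomal RNA and lies, like Snord14d, in introns of Hspa8, the gene of a constitutive heat shock protein. Both rose in FC30 and RT30 mice. Snord14e also rose in CC12 mice, which were not trained. Mirg, a long noncoding RNA that hosts microRNAs, rose in RT30 mice. Snord14e (probe set 10584580) was 7.32 ± 0.08 (SD, n = 9) in CC30, 8.15 ± 0.22 (SD, n = 9) in FC30 and 8.46 ± 0.27 (SD, n = 9) in RT30. Its log2 fold change was 0.82 at FC30 (SE 0.07, adjusted p = 2.06e-05 from limma) and 1.14 at RT30 (SE 0.09, adjusted p = 9.77e-07 from limma), above every CC30 mouse in 9 of 9 mice of both groups. RT30 against FC24 gave 0.88 (adjusted p = 4.44e-04). In CC12 against CC30 it was 1.10 (SE 0.09, adjusted p = 1.79e-06). The probe sets of Snord14d are shared with Snord14c and Hspa8. They had 0.56 at FC30 (adjusted p = 1.79e-04) and 0.84 at RT30 (adjusted p = 1.63e-05). The probe set of Mirg, shared with Mir410, had 0.29 at RT30 (adjusted p = 0.0484, past the threshold in 11 of 15 settings) and 0.17 at FC30 (adjusted p = 0.647). Of 56 small nucleolar RNAs, 1 was higher at FC30 (4 when adjusted over the list alone, mean 0.03, camera adjusted p = 0.133) and 2 at RT30 (3 higher and 1 lower when adjusted over the list alone, mean 0.08, camera adjusted p = 1.22e-05, 0.276 with an estimated correlation).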

*Mirg *contains at least 13 microRNAs (UCSC genome browser) including *miR-410 *whose expression is known to be specific to the central nervous system [65].

Microarray results may reflect expression of microRNA precursors or processed microRNAs, because RNA hybridized to the microarray was not specifically selected to include small RNA species. Therefore, we performed a second set of experiments isolating small RNAs for subsequent quantification using qPCR to evaluate the expression of mature microRNAs. The results show upregulation of the non-coding RNAs *miR-212*, *miR-132*, *miR-410*, Snord14d and *Snord14e *following memory acquisition (FC30') and retrieval (RT30') (Figure 5A); although the levels of upregulation observed differ between the two time-points. The induction of *miR-212 *and *miR-132 *is not surprising given that they both are induced by LTP [59] and *miR-132 *has been shown to increase in response to the Barnes maze learning paradigm [66]. Transgenic expression of *miR-132 *impairs novel-object recognition memory [67], suggesting that these microRNAs have a functional role in memory storage. Differential regulation of *miR-132 *and *miR-212 *after memory acquisition and retrieval raises the interesting possibility that they target different genes during those processes, although so far the few known experimentally validated targets are shared between *miR-132 *and *miR-212 *[60]. A lot less is known about *miR-410*, but the experience-dependent induction we observe along with the specificity of its expression within the central nervous system and the strong association of one of its targets (MET) with autism [68,69], point to an important role of this microRNA in the regulatory networks that underlie memory consolidation. Brain-specific snoRNAs have been previously reported to be induced in the hippocampus by contextual fear conditioning [70]. However, the function of snoRNAs in post-transcriptional gene regulation in the brain remains largely unexplored.

**Figure 5:**
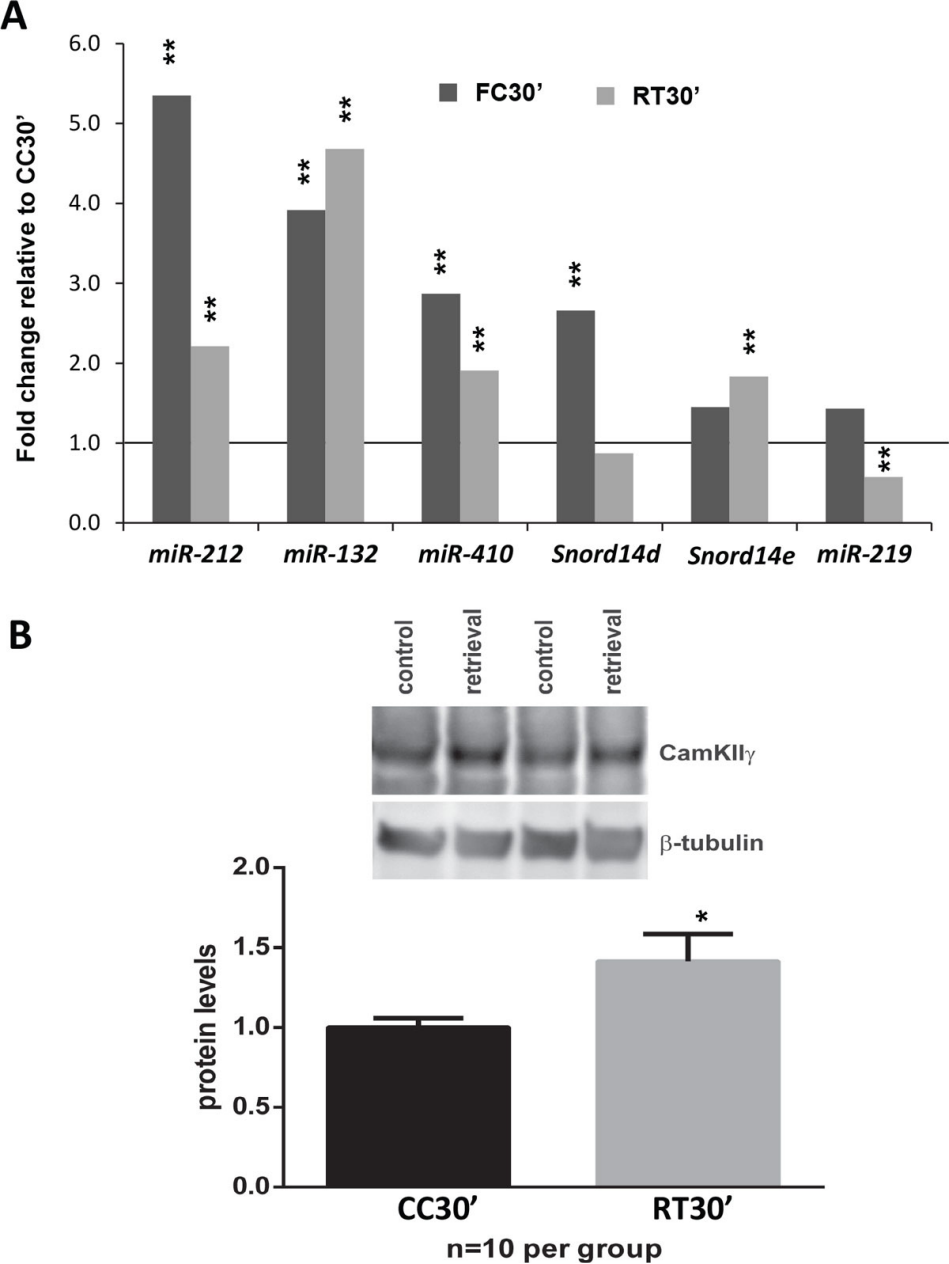
**Non-coding RNA regulation after memory acquisition or retrieval**. **A**. Non-coding RNAs induced at FC30' (dark grey) or RT30' (light gray) by qPCR (*n *= 8). *MiR-219 *is down regulated only at RT30' (box). Expression values from qPCR experiments represent fold changes relative to control (CC30') after normalization against *Snord68 *levels. Statistical significance is highlighted as p-value <0.01 (**) **B**. Protein levels of *miR-219 *target, CAMKIIγ, increase after retrieval, as expected from the downregulation in expression of *miR-219*. Western-blots from hippocampal protein lysates 30 minutes after retrieval (RT30') in an independent cohort of animals (*n *= 10), protein levels are represented as fold change relative to control (CC30'), statistical significance is highlighted as p-value <0.05 (*).

Downregulation of *miR-219 *was only found to be significant after retrieval (Figure 5A), supporting our previous observation that retrieval downregulates genes involved in RNA processing. *MiR-219 *is known to regulate protein levels of CAMKIIγ [61]. To investigate if the observed reduction of *miR-219 *had a functional effect on protein levels of CAMKIIγ we performed western-blots in an independent cohort of animals (*n *= 10 per group) and found that CAMKIIγ protein levels are indeed significantly increased (*p *< 0.05) after memory retrieval (Figure 5B). It is not clear if the molecular changes we observe after retrieval correspond to reconsolidation or extinction of the memory trace. Based on available literature [71-74], the observed down-regulation of *miR-219 *and up-regulation of CAMKIIγ is consistent with the hypothesis that a single brief re-exposure to the context may inhibit NMDAR activity while maintaining or even increasing CAMKII signaling and thus promote memory reconsolidation while inhibiting extinction. Although it is likely that CAMKIIγ plays an important role in CAMKII mediated signaling, its specific function remains unknown.

## Conclusions

Our study characterizes gene expression genome-wide, both protein coding and non-coding, at several time-points during memory consolidation and following retrieval of memory. We show that training is not the main source of variance in gene expression. We introduce the removal of unwanted variance though normalization to the study of transcriptional changes genome-wide in the context of brain and behavior. Using this approach, we successfully identify novel gene expression changes following contextual conditioning as well as reproduce the majority of the previously reported changes. The largest changes in gene expression related to memory formation are observed 30 minutes after memory acquisition and 30 minutes post retrieval. We identify a novel activity-dependent histone variant, H2AB, and show that is downregulated following memory acquisition. We point to several gene candidates that have not been previously described to be involved in learning and memory, including transcriptional regulators *Sox18*, *Btg2 *and *Sik1*, and splicing factor *Rbfox1*. Finally, we examine genome-wide non-coding RNA regulation following memory acquisition and retrieval, pointing to a likely important role of microRNAs *miR-132*, *miR-212*, *miR-410 *and snoRNAs *Snord14d *and *Snord14e *in posttranscriptional regulation during both processes as well as a specific role for and *miR-219 *and its target CAMKIIγ after retrieval. Epigenetic mechanisms that regulate gene expression have been shown to be essential to long-term memory formation. Our study underlines the importance of two currently understudied epigenetic processes to memory storage and retrieval: histone variants and post-transcriptional RNA regulation; the study of which will expand our knowledge of the molecular mechanisms by which the brain maintains long-lasting changes induced by experience.

## Methods

### Subjects

C57BL/6J adult male mice (2 months of age) were obtained from Jackson Laboratories and housed individually for a week on a 12 hr./12 hr. light/dark schedule with lights on at 7 am (Zeitgeber time (ZT) 0). Food and water were available *ad libitum *throughout the experiment. Each animal was handled daily for 3 days prior to contextual fear conditioning (FC). Handling consisted of manipulation of the animals for 1-2 minutes per mouse in the same room as the experimental setting without exposure to the context. The conditioning protocol entailed a single 2-second, 1.5-mA foot shock, terminating at 2.5 minutes after placement of the mouse in the chamber, starting at 10 am (ZT3) daily. Plexiglass operant chambers (Med-Associates, 31.8 × 25.4 × 26.7 cm) housed in sound-attenuating boxes equipped with individual fans and lights were used for all fear conditioning experiments and controls. The floor consisted of stainless-steel grid rods 3.2 mm in diameter, spaced 0.5 cm apart. Footshock was delivered by a Med-Associates solid-state shock source and grid floor scrambler that delivered a constant current (1.5 mA). Conditioning was quantified by measuring freezing behavior, using automated scoring software (Clever Systems). For microarray experiments, hippocampal dissections were performed immediately following the behavioral treatment, and alternated between FC and control animals. Tissue was collected at 30 minutes (FC30'), 4 hours (FC4), 12 hours (FC12) or 24 hours after FC (FC24) as well as 30 minutes after testing for retrieval of the memory (RT30'). Testing was performed at 24 hours after training over a 5-minute interval, which is sufficient to induce reconsolidation [75,76]. The average freezing was 55 +/- 10%. Tissue was immersed in RNAlater (Qiagen) and immediately frozen. Animals that were handled but not trained were dissected at the same time of day (within 30 minutes) to control for variations due to circadian rhythms (CC30', CC4 and CC12). The protocol was repeated over the course of 2 weeks to obtain 9 animals (2 hippocampi) per group, so that 9 independent FC experiments were represented in each time point and all animals for each group were dissected at the same time of day. For subsequent qPCR and western blots the same protocol was followed, but tissue was collected only at FC30', CC30' and RT30'. Tissue for protein extraction was not immersed in RNAlater. All experiments were approved by the Institution of Animal Care and Use Committee of the University of Pennsylvania and were carried out in accordance with all National Institutes of Health guidelines.

### Microarrays

RNA extraction was performed using Qiagen RNAeasy Microarray Tissue kit. All RNA extractions were performed the same day within a week of tissue collection. Induction of positive controls *Arc*, *Fos *and *Dusp1 *was confirmed by qPCR in the same samples previous to submission to microarrays analysis (data not shown). RNA was submitted to the University of Pennsylvania molecular profiling core for cRNA preparation, hybridization and scanning. Samples were simultaneously hybridized to an Affymetrix Mouse 1.1 Gene-EST 96 sample array plate. Target preparation and hybridization protocols were conducted as described in the Affymetrix GeneChip Expression Analysis Technical Manual. Biotinylated cRNA were prepared from 3 µg total RNA using the Ambion WT Expression Kit. Hybridization, staining and washing was performed using the GeneTitan Hybridization, Wash and Stain Kit for WT Array Plates. Fluorescent signal scanning was performed using the GeneTitan multi-channel instrument. The average signal from two sequential scans was calculated for each microarray feature. RMA normalization was performed using Affymetrix Power tools.

### Statistical analysis

Principal component analysis (PCA) and differential expression analysis was performed using the R programming language and available packages from the R/Bioconductor project [77]. PCA was performed after all expression values were standardized against the mean. The contribution of the first three principal components to the variance is as follows: PC1: 40%, PC2, 17% and PC3, 8%. The data was normalized against the first principal component to remove global systemic artifacts in all subsequent analyses of differential expression. Differential expression was performed against time of day matched controls. Local false discovery rates calculation using empirical null distributions was performed by applying the *locfdr *package to pair-wise t-statistics obtained after PC1 normalization. Estimating an empirical null hypothesis has been shown to add power to estimates of differential gene expression in large-scale studies [38]. However this approach has never been used before to study genome-wide changes gene expression in the brain. Genome-wide fuzzy hierarchical clustering as originally detailed by Gasch and Eisen [78] was implemented using Cluster 3.0 using average linkage on average expression values per condition after RMA normalization. Clustering of individual replicates did not produce any clusters.

### Cross-platform ID mapping, functional annotation and functional interaction analyses

Mapping of gene IDs across different platforms as well as enrichment of functional annotation was assessed using the Database for Visualization and Integrative Discovery (DAVID) [79]. Functional annotation was limited to the following sources to increase information and limit redundancy: GO Biological process, GO Molecular Function, KEGG pathways, and SwissProt and Protein Information Resource keywords. Enrichment for each term was defined relative to the all mouse probe-sets present in the microarray, and was defined as a *p *< 0.05 with at least 3 genes per term per dataset. Fuzzy Heuristical clustering was performed using kappa similarity >0.3 and final group membership of at least 4 functional terms. Enriched functional clusters were defined as enrichment score ≥1.3 (p-value geometric mean between all genes within the cluster <0.05). Functional interaction analysis was performed with STRING [80], using co-expression, experimental, database and PubMed text-mining data. The cut-off interaction score was 0.4 (medium confidence) and the number of additional interactions equal to double the number of initial nodes. Clusters within the interaction network were obtained using K-means [81], K was evaluated from 2-6, results are displayed for the best fitting K value (k = 4).

### Quantitative proteomics

Hippocampi were dissected 1 hour after fear conditioning and flash frozen in liquid nitrogen. Frozen nuclei were thawed on ice and homogenized in 1 mL NIB-250 (15 mM Tric-HCl pH 7.5, 60 mM KCl, 15 mM NaCl, 5 mM MgCl2, 1 mM CaCl2, 250 mM Sucrose, protease inhibitor cocktail (Sigma), 1 mM DTT, 10 mM sodium butyrate) + 0.3% NP-40 in a Type B dounce homogenizer. After 5 minutes on ice, nuclei were pelleted at 600 g for 5 minutes at 4°C and washed in 10:1 NIB-250 without detergent. Nuclei were pelleted and dissolved in 250 ul of 0.4N H2SO4. Acid extraction was performed on a nutator at 4°C for 3 hours, spun at 1500 g for 5 min, and the supernatant was set aside. The pellet was dissolved in another 250 ul of 0.4N H2SO4, rocked for 1 hour at 4°C, and spun at 1500 g for 5 minutes. The two supernatants were combined, 125 ul of 100% TCA was added, and precipitation was allowed to proceed overnight at -20°C. Samples were spun at 3400 g for 10 minutes, aspirated, and washed with 1 mL 0.1% HCl-acetone. Pellets were washed an additional 2× in acetone, allowed to dry, and redissolved in 20 ul H2O. Histone pellets were prepared for mass spectrometry experiments as previously described [82]. In brief, histones were reacted with a 3:1 propionic anhydride/isopropanol mixture, digested with trypsin at a 20:1 protein/trypsin ratio and then reacted with the propionylation reagent one more time to cap the newly generated N-termini. Digested histones were then loaded onto and separated by reversed-phase high-performance liquid chromatography (HPLC) on an EasyLC 1000 system (Thermo, San Jose, CA) using a 75-μm-inner diameter fused silica column packed with 10-15 cm of 5-μm C18 (Michrom, Auburn, CA). The HPLC gradient was a 1-30% buffer B in buffer A (buffer A, 0.1 M acetic acid; buffer B, 95% acetonitrile in 0.1 M acetic acid) for 35 min followed by 30-99% buffer B for 30 min was used to elute peptides, which were ionized into an Orbitrap Velos instrument via electrospray ionization. Peptides were analyzed on The Orbitrap Velos mass spectrometer (ThermoFisher Scientific, San Jose, CA) with full scans of m/z = 290-1200 with a resolution of 30,000, followed by 7 MS/MS spectra collected in the ion trap. All data was manually analyzed and quantified as previously reported [82].

### Ortholog mapping and molecular phylogenetic analysis

Orthologs of mice *Hist2h2ab *were determined using BLAST against the OrthoMCL database [83] (ortholog group OG5_126570). All mouse and human sequences within the ortholog group plus mouse and human H2A.Z were aligned using T-coffee [84]. Phylogenetic reconstruction was performed using PHYML [85] with 100 bootstrap support and displayed using iTOL version 2 [86]. Histone variant macroH2A was not included because the presence of the macro domain produces severe long-branch attraction in the phylogeny reconstruction.

### Quantitative RT-PCR (qPCR)

RNA extraction was performed using Qiagen RNAeasy lipid tissue kit with modifications to obtain both small RNAs as well as mRNAs. Briefly, RNA precipitation was performed using 100% EtOH and washes were performed using Qiagen's RWT buffer. Concentration and purity was quantified by NanoDrop spectrophotometry (Thermo Fisher Scientific, Wilmington, DE). For quantitative real-time RT-PCR, reactions were prepared in 384-well optical reaction plates (ABI, Foster City, CA) with optical adhesive covers (ABI). Two technical replicates were used. Reactions were carried out in ViiA7 real-time PCR system (Invitrogen). For mRNA qPCR, generation of cDNA was carried out by the RETROscript kit (Ambion) with 1 µg of RNA as template. Taqman gene expression assays for all genes were obtained from ABI (Invitrogen). Data was normalized to *Gapdh *prior to calculation of differences.

Relative quantification of gene expression was performed according to ABI's User Bulletin #2. Fold change was calculated using the delta delta Ct method. The data presented is the calculated mean for the biological replicates with *n *= 8 (*i.e*., the number of mice examined). We used t-tests to compare fold change values for each gene in each comparison of interest. Two-tailed p-values are reported. *Fos *induction was used as positive control on all qPCR runs. For microRNA and snoRNAs, qPCR was performed using the miScript system from Qiagen. Reverse transcription was performed using miScript II RT kit using Hiflex buffer. MicroRNA and small nucleolar RNA detection by real-time PCR was performed using the miScript SYBR green PCR Kit. miSCRIPT primer assays were obtained from Qiagen, with the exception of primers for *Snord14d *and *Snord14e*. See Additional data file 12 for assays IDs and sequences. Data was normalized to *Snord68 *prior to calculation of differences. Fold changes were calculated as detailed for mRNAs above.

### Western blot analysis

Frozen hippocampal tissue was homogenized in RIPA buffer with protease and phosphatase inhibitors. Proteins were separated by 4-20% Tris-Glycine SDS-PAGE and transferred to polyvinylidene difluoride (PVDF) membranes. Membranes were blocked in 5% BSA-TBST and incubated overnight at 4°C in primary antibody for CAMKIIγ (1:1000 abcam). They were washed, and incubated with appropriate horseradish peroxidase-conjugated goat anti-mouse or anti-rabbit IgG (1:5000, Santa Cruz) for 1 hour. Blots were exposed using ImageQuant LAS 4000 digital imaging system and quantified using ImageJ. Blots were stripped and re-probed with anti-β-tubulin antibody (1:20000, Sigma). Density of CAMKIIγ signal was normalized to β-tubulin levels.

## Availability of Supporting Data

Microarray data generated in this study is publicly available through GEO (GSE50423). Mass Spec data is available at ChorusProject.org under project name hippocampi histone in mice or with the following links:

https://chorusproject.org/anonymous/download/experiment/8175298673241556154

https://chorusproject.org/anonymous/download/experiment/5303374160982551218

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

Study design by L.P., M.W. and T.A. Data collection by L.P., M.W., S.G.P., J.H.K.C and S.L. Data analysis and interpretation by L.P., M.W., S.G.P., J.H.K.C., M.K., N.R.Z., B.A.G., K.P.G. and T.A., manuscript preparation by L.P. with editing by J.H.K.C., M.W., S.G.P, M.K., B.A.G., N.R.Z., K.P.G and T.A.

## Supplementary Material

Additional file 1 **Principal component analysis of genome-wide gene expression changes in mouse hippocampus after conditioning**. Genome-wide gene expression was obtained for 72 samples with *n *= 9 mice/2 hippocampi per group (each collected from an independent experiment) of the following time points: 30 minutes (FC30'), 4 hours (FC4), 12 hours (FC12) and 24 hours after contextual conditioning (FC24) as well as 30 minutes after testing for retrieval of the memory at 24 hours (RT30'). Animals that were handled but not trained were dissected at the same time of day to control for variations due to circadian rhythms (CC30', CC4 and CC12). Samples are color coded in the following order: CC30' (black), FC30' (red), CC4 (green), FC4 (blue), CC12 (light blue), FC12 (pink), FC24 (yellow), RT30' (grey). Loadings for the first, second and third principal components are shown. **A **depicts the loadings of the first principal component, showing high variability in some mice not correlated with sample. **B **depicts the loadings of the second principal component, showing variability from day to day or experiment to experiment not correlated with either day or sample. **C **shows a plot of the scores for PC1 (x-axis) vs. PC2 (y-axis) for all genes in the microarray, showing a very high correlation in a subset of 172 genes for PC1 and PC2 (red oval). **D **depict the loadings of the third principal component, which shows a high correlation between FC4 and CC4, and FC12 and CC12, suggesting that circadian time has a strong influence in gene expression at those time-points regardless of treatment. Click here for file

Additional file 2 **Functional clustering of genes whose scores are correlated between PC1 and PC2**. DAVID functional clustering [87] for the 172 probe-sets (58 genes) whose scores are correlated between PC1 and PC2 (Figure S1C). Enrichment scores (EASE) for functional clusters are calculated as the negative logarithm of the geometric mean of the p-values for individual terms in the cluster including only functional terms with a p-value <0.05 and at least 3 genes and using a cutoff of EASE >1.3 to define enriched clusters (p-value geometric mean <0.05). Only one cluster was identified above the cutoff, with EASE = 3.41, containing 4 functional terms all related to pheromone function. Number of genes that belong to each functional term as well as the term enrichment p-value is displayed on the right. Horizontal bars represent the proportion of the total genes in the list that belong to the individual functional term. Click here for file

Additional file 3 **Genes differentially regulated in the mouse hippocampus due to circadian time**. This table shows the detailed results of comparing gene expression at two times of day: CC30'(10:30 am) and CC12 (10 pm) in the mouse hippocampus. Results are provided at two different fdrs (<0.01, <0.1). Down-regulated probe-sets are highlighted in red, up-regulated ones in green. Click here for file

Additional file 4 **Regulation of circadian gene expression in the hippocampus**. **A **Overlap of genes regulated by time of day in the hippocampus with known circadian oscillators. Transcripts shown to be regulated in the mouse liver at either 24 or 12 hour periods were extracted from Hughes et al [27]. First, probeset ID mapping between Affymetrix mouse Gene Chip 480_2 and Affymetrix Gene 1.1 ST arrays was performed using DAVID [87], allowing all possible mappings. Overlap between the datasets was performed on the basis of the Affymetrix 1.1 Gene ST array IDs. Number of probe sets in each of the datasets is indicated outside of the Venn diagram. **B**. Differential expression over 24 hs of known circadian oscillators (Per1, Per2, Per3) and known plasticity related genes (Arc, Bdnf, Ep300 and Crebbp). Fold change (log2 scale) relative to CC30 (Y-axis) vs. time relative to CC30 (X-axis). Twelve hours' time point (CC12) is highlighted and it overlaps with a peak in activity for mice (10 pm). Click here for file

Additional file 5 **Genes differentially regulated in the mouse hippocampus due to acquisition or retrieval of memory**. This table details the results of comparing gene expression at all-time points after contextual conditioning (FC30', FC4, FC12 and RT30') with their respective circadian time controls (CC30', CC4 and CC12). The overlap between genes regulated at FC30 and RT30 is also provided. Results are shown at two different false discovery rates (fdrs <0.01, <0.1). FC24 is not displayed because no gene expression changes were detected at either fdr. Table provided as Excel spreadsheet. Down-regulated probe-sets are highlighted in red, up-regulated ones in green. Average expression for each probe-set at each time-point is provided (log2 scale). Genes that had been validated to be differentially expressed after contextual conditioning in other studies are highlighted in orange; genes validated in this study are highlighted in yellow. Click here for file

Additional file 6 **Functional clustering of genes upregulated at FC30' and RT30'**. DAVID functional clustering [87] for the 27 genes that are up-regulated at FC30' and RT30' at an fdr<0.1. Enrichment scores (EASE) for functional clusters are calculated as the negative logarithm of the geometric mean of the enrichment p-values for individual functional terms in the cluster. Only terms with p-value <0.05 with and at least 3 genes are included in the clustering. Only clusters with EASE >1.3 are considered enriched clusters (p-value geometric mean <0.05). Only one cluster with enrichment score of 2.63, containing 30 functional terms was identified. All functional terms are related to regulation of transcription. Number of genes in each cluster as well as individual enrichment p-values for each functional term is displayed. Click here for file

Additional file 7 **Functional clustering of genes down-regulated at FC30' and RT30'**. DAVID functional clustering [87] for genes that are down-regulated at FC30' or RT30' (fdr<0.1). Enrichment scores (EASE) for functional clusters are calculated as the negative logarithm of the geometric mean of the enrichment p-values for individual functional terms in the cluster. Only terms with p-value <0.05 with and at least 3 genes are included in the clustering. Only clusters with EASE >1.3 are considered enriched clusters (p-value geometric mean <0.05). **A**. Functional clustering for the set of 63 genes (72 probe-sets) downregulated at FC30' but not at RT30'. Only one cluster with enrichment score of 2.73, containing 20 functional terms was identified. All functional terms are related to chromatin assembly. **B **Functional clustering for the set of 84 genes (107 probe-sets) downregulated at RT30' but not at FC30'. Only one cluster with enrichment score of 1.58, containing 6 functional terms was identified. All functional terms are related to RNA processing. Number of genes that belong to each functional term as well as the term enrichment p-value is displayed on the right. Horizontal bars represent the proportion of the total genes in the list that belong to the individual functional term. Click here for file

Additional file 8 **Regulatory networks induced by memory acquisition and retrieval**. Functional interaction analysis of protein coding genes induced at FC30' and RT30' (STRING [80]). **A**. Interaction network of genes induced at FC30' and RT30'. Only 20 out of the 27 non-intronic probesets up-regulated at FC30' and RT30' (fdr <0.1) mapped to mouse proteins present in the STRING database (colored nodes), 40 additional nodes were incorporated based on predicted interactions (white nodes). Interactions between nodes are represented as colored lines, only medium to high confidence interactions are shown (interaction score > 0.4). Colors represent sources of information as follows: co-expression (black), experiments (magenta), databases (blue) and PubMed text-mining (green). Interaction score > 0.4 for all shown interactions. **B **Results of K-mean clustering (k = 4) of the interaction network shown above. Clusters are color coded, red nodes representing unclustered nodes. Three clear clusters are present in the network: a MAPK/CREB cluster (yellow), an Nf-κB cluster (in green) and a Per1 cluster (in blue). Interactions within clusters are represented by solid colored lines, while interactions among clusters are represented by dashed colored lines. Colors represent sources of information as previously described. Click here for file

Additional file 9 **Multiple sequence alignment of the c-terminal portion of Histone 2A**. Mouse Hist2h2ab (H2AB) was mapped to orholog group OG5_126570 using OrthoMCL [83]. Human and mouse Ensembl sequences from the group were aligned using T-coffee [88]. Positions 69-145 are displayed, since no differences between H2AB and other H2A sequences are observed in the N-terminus. Gene names are displayed, m depicts mouse sequences, h depicts human sequences. Residues conserved in all sequences are not-color coded. H2AB and the residues unique to this variant are highlighted in green. Magenta: AA residues for which only one histone variant differs from others. Orange-yellow shades: AA residues for which several H2A sequences differ from each other. The red box highlights the peptide used to identify H2AB in the quantitative proteomics analysis. Click here for file

Additional file 10 **Molecular Phylogeny of human and mouse orthologs of H2AB (Hist2h2ab)**. Mouse Hist2h2ab was mapped to orholog group OG5_126570 using OrthoMCL [83]. Human and mouse Ensembl sequences from the group were aligned using T-coffee [88] and phylogeny reconstruction was performed using PhyML [85] using aLRT likelihood to calculate branch support. Gene names are displayed, m depicts mouse sequences, h depicts human sequences. Black dots indicate braches with >0.8 support. Click here for file

Additional file 11 **MicroRNAs regulated after acquisition or retrieval of memory in our microarray study**. Non-coding RNAs (precursors) regulated at FC30' or RT30' in the microarray study. Values represent fold change relative to control (CC30'). Green background: up-regulated, Red background: down-regulated. Statistical significance is highlighted by font color: fdr <0.01 (in red) or fdr <0.1 (in orange). N.S: not significant differences in gene expression. Click here for file

Additional file 12 **Assays IDs or primer sequences for genes tested by qPCR**. Click here for file

## References

[B1] SchererABatch effects and noise in microarray experiments: sources and solutions2009John Wiley & Sons

[B2] IrizarryRAHobbsBCollinFBeazer-BarclayYDAntonellisKJScherfUSpeedTPExploration, normalization, and summaries of high density oligonucleotide array probe level dataBiostatistics2003424926410.1093/biostatistics/4.2.24912925520

[B3] AgranoffBWDavisRECasolaLLimRActinomycin D blocks formation of memory of shock-avoidance in goldfishScience19671581600160110.1126/science.158.3808.16006060370

[B4] FloodJFRosenzweigMRBennettELOrmeAEThe influence of duration of protein synthesis inhibition on memoryPhysiology & behavior19731055556210.1016/0031-9384(73)90221-74736141

[B5] ZovkicIBGuzman-KarlssonMCSweattJDEpigenetic regulation of memory formation and maintenanceLearn Mem201320617410.1101/lm.026575.11223322554PMC3549063

[B6] PeixotoLAbelTThe role of histone acetylation in memory formation and cognitive impairmentsNeuropsychopharmacology201338627610.1038/npp.2012.8622669172PMC3521994

[B7] NelsonEDMonteggiaLMEpigenetics in the mature mammalian brain: effects on behavior and synaptic transmissionNeurobiol Learn Mem201196536010.1016/j.nlm.2011.02.01521396474PMC3463371

[B8] AlberiniCMTranscription factors in long-term memory and synaptic plasticityPhysiol Rev20098912114510.1152/physrev.00017.200819126756PMC3883056

[B9] BourtchouladzeRAbelTBermanNGordonRLapidusKKandelERDifferent training procedures recruit either one or two critical periods for contextual memory consolidation, each of which requires protein synthesis and PKALearn Mem1998536537410454361PMC311273

[B10] IgazLMViannaMRMedinaJHIzquierdoITwo time periods of hippocampal mRNA synthesis are required for memory consolidation of fear-motivated learningJ Neurosci200222678167891215155810.1523/JNEUROSCI.22-15-06781.2002PMC6758123

[B11] BekinschteinPKatcheCSlipczukLGonzalezCDormanGCammarotaMIzquierdoIMedinaJHPersistence of Long-Term Memory Storage: New Insights into its Molecular Signatures in the Hippocampus and Related StructuresNeurotox Res10.1007/s12640-010-9155-520151243

[B12] ViannaMRIgazLMCoitinhoASMedinaJHIzquierdoIMemory extinction requires gene expression in rat hippocampusNeurobiol Learn Mem20037919920310.1016/S1074-7427(03)00003-012676518

[B13] PowerAEBerlauDJMcGaughJLStewardOAnisomycin infused into the hippocampus fails to block "reconsolidation" but impairs extinction: the role of re-exposure durationLearn Mem200613273410.1101/lm.9120616452651PMC1360130

[B14] MamiyaNFukushimaHSuzukiAMatsuyamaZHommaSFranklandPWKidaSBrain region-specific gene expression activation required for reconsolidation and extinction of contextual fear memoryJ Neurosci20092940241310.1523/JNEUROSCI.4639-08.200919144840PMC6664934

[B15] MotanisHMarounMDifferential involvement of protein synthesis and actin rearrangement in the reacquisition of contextual fear conditioningHippocampus20122249450010.1002/hipo.2091521240917

[B16] HermeyGMahlkeCGutzmannJJSchreiberJBluthgenNKuhlDGenome-wide profiling of the activity-dependent hippocampal transcriptomePLoS One20138e7690310.1371/journal.pone.007690324146943PMC3798291

[B17] KeeleyMBWoodMAIsiegasCSteinJHellmanKHannenhalliSAbelTDifferential transcriptional response to nonassociative and associative components of classical fear conditioning in the amygdala and hippocampusLearning & memory20061313514210.1101/lm.8690616547164PMC1409829

[B18] LevensonJMChoiSLeeSYCaoYAAhnHJWorleyKCPizziMLiouHCSweattJDA bioinformatics analysis of memory consolidation reveals involvement of the transcription factor c-relThe Journal of neuroscience : the official journal of the Society for Neuroscience2004243933394310.1523/JNEUROSCI.5646-03.200415102909PMC6729420

[B19] BarnesPKirtleyAThomasKLQuantitatively and qualitatively different cellular processes are engaged in CA1 during the consolidation and reconsolidation of contextual fear memoryHippocampus20122214917110.1002/hipo.2087921080409

[B20] GriggsEMYoungEJRumbaughGMillerCAMicroRNA-182 regulates amygdala-dependent memory formationJ Neurosci2013331734174010.1523/JNEUROSCI.2873-12.201323345246PMC3711533

[B21] AhnHJHernandezCMLevensonJMLubinFDLiouHCSweattJDc-Rel, an NF-kappaB family transcription factor, is required for hippocampal long-term synaptic plasticity and memory formationLearn Mem20081553954910.1101/lm.86640818626097PMC2505322

[B22] LeachPTPoplawskiSGKenneyJWHoffmanBLiebermannDAAbelTGouldTJGadd45b knockout mice exhibit selective deficits in hippocampus-dependent long-term memoryLearn Mem20121931932410.1101/lm.024984.11122802593PMC3407936

[B23] AbdiHWilliamsLJPrincipal component analysisWiley Interdisciplinary Reviews: Computational Statistics2010243345910.1002/wics.101

[B24] DevanBDGoadEHPetriHLAntoniadisEAHongNSKoCHLeblancLLebovicSSLoQRalphMRMcDonaldRJCircadian phase-shifted rats show normal acquisition but impaired long-term retention of place information in the water taskNeurobiology of learning and memory200175516210.1006/nlme.1999.395711124046

[B25] TappWNHollowayFAPhase shifting circadian rhythms produces retrograde amnesiaScience19812111056105810.1126/science.71933517193351

[B26] StephanFKKovacevicNSMultiple retention deficit in passive avoidance in rats is eliminated by suprachiasmatic lesionsBehavioral biology19782245646210.1016/S0091-6773(78)92565-8567972

[B27] HughesMEDiTacchioLHayesKRVollmersCPulivarthySBaggsJEPandaSHogeneschJBHarmonics of circadian gene transcription in mammalsPLoS genetics20095e100044210.1371/journal.pgen.100044219343201PMC2654964

[B28] SuAIWiltshireTBatalovSLappHChingKABlockDZhangJSodenRHayakawaMKreimanGA gene atlas of the mouse and human protein-encoding transcriptomesProceedings of the National Academy of Sciences of the United States of America20041016062606710.1073/pnas.040078210115075390PMC395923

[B29] StewardOWallaceCSLyfordGLWorleyPFSynaptic activation causes the mRNA for the IEG Arc to localize selectively near activated postsynaptic sites on dendritesNeuron19982174175110.1016/S0896-6273(00)80591-79808461

[B30] ZhengFZhouXMoonCWangHRegulation of brain-derived neurotrophic factor expression in neuronsInternational journal of physiology, pathophysiology and pharmacology20124188200PMC354422123320132

[B31] OikeYHataAMamiyaTKanameTNodaYSuzukiMYasueHNabeshimaTArakiKYamamuraKTruncated CBP protein leads to classical Rubinstein-Taybi syndrome phenotypes in mice: implications for a dominant-negative mechanismHuman molecular genetics1999838739610.1093/hmg/8.3.3879949198

[B32] WoodMAKaplanMPParkABlanchardEJOliveiraAMLombardiTLAbelTTransgenic mice expressing a truncated form of CREB-binding protein (CBP) exhibit deficits in hippocampal synaptic plasticity and memory storageLearning & memory20051211111910.1101/lm.8660515805310PMC1074328

[B33] AlarconJMMalleretGTouzaniKVronskayaSIshiiSKandelERBarcoAChromatin acetylation, memory, and LTP are impaired in CBP+/- mice: a model for the cognitive deficit in Rubinstein-Taybi syndrome and its ameliorationNeuron20044294795910.1016/j.neuron.2004.05.02115207239

[B34] KorzusERosenfeldMGMayfordMCBP histone acetyltransferase activity is a critical component of memory consolidationNeuron20044296197210.1016/j.neuron.2004.06.00215207240PMC8048715

[B35] BourtchouladzeRLidgeRCatapanoRStanleyJGossweilerSRomashkoDScottRTullyTA mouse model of Rubinstein-Taybi syndrome: defective long-term memory is ameliorated by inhibitors of phosphodiesterase 4Proceedings of the National Academy of Sciences of the United States of America2003100105181052210.1073/pnas.183428010012930888PMC193593

[B36] OliveiraAMEstevezMAHawkJDGrimesSBrindlePKAbelTSubregion-specific p300 conditional knock-out mice exhibit long-term memory impairmentsLearning & memory20111816116910.1101/lm.193981121345974PMC3056518

[B37] OliveiraAMWoodMAMcDonoughCBAbelTTransgenic mice expressing an inhibitory truncated form of p300 exhibit long-term memory deficitsLearning & memory20071456457210.1101/lm.65690717761541PMC1994075

[B38] EfronBLarge-scale simultaneous hypothesis testing: The choice of a null hypothesisJournal of the American Statistical Association2004999610410.1198/016214504000000089

[B39] BenjaminiYHochbergYControlling the False Discovery Rate - a Practical and Powerful Approach to Multiple TestingJournal of the Royal Statistical Society Series B-Methodological199557289300

[B40] Farioli-VecchioliSSaraulliDCostanziMLeonardiLCinaIMicheliLNutiniMLongonePOhSPCestariVTironeFImpaired terminal differentiation of hippocampal granule neurons and defective contextual memory in PC3/Tis21 knockout micePLoS One20094e833910.1371/journal.pone.000833920020054PMC2791842

[B41] LiHRadfordJCRagusaMJSheaKLMcKercherSRZarembaJDSoussouWNieZKangYJNakanishiNTranscription factor MEF2C influences neural stem/progenitor cell differentiation and maturation in vivoProc Natl Acad Sci USA20081059397940210.1073/pnas.080287610518599437PMC2453715

[B42] ColeCJMercaldoVRestivoLYiuAPSekeresMJHanJHVetereGPekarTRossPJNeveRLMEF2 negatively regulates learning-induced structural plasticity and memory formationNat Neurosci2012151255126410.1038/nn.318922885849

[B43] BerdeauxRGoebelNBanaszynskiLTakemoriHWandlessTSheltonGDMontminyMSIK1 is a class II HDAC kinase that promotes survival of skeletal myocytesNat Med20071359760310.1038/nm157317468767

[B44] FinsterwaldCCarrardAMartinJLRole of salt-inducible kinase 1 in the activation of MEF2-dependent transcription by BDNFPLoS One20138e5454510.1371/journal.pone.005454523349925PMC3551851

[B45] LiSZhangCTakemoriHZhouYXiongZQTORC1 regulates activity-dependent CREB-target gene transcription and dendritic growth of developing cortical neuronsJ Neurosci2009292334234310.1523/JNEUROSCI.2296-08.200919244510PMC6666266

[B46] KatohYTakemoriHLinXZTamuraMMuraokaMSatohTTsuchiyaYMinLDoiJMiyauchiASilencing the constitutive active transcription factor CREB by the LKB1-SIK signaling cascadeFEBS J20062732730274810.1111/j.1742-4658.2006.05291.x16817901

[B47] JilgALesnySPeruzkiNSchweglerHSelbachODehghaniFStehleJHTemporal dynamics of mouse hippocampal clock gene expression support memory processingHippocampus2010203773881943750210.1002/hipo.20637

[B48] ChevalHChagneauCLevasseurGVeyracAFaucon-BiguetNLarocheSDavisSDistinctive features of Egr transcription factor regulation and DNA binding activity in CA1 of the hippocampus in synaptic plasticity and consolidation and reconsolidation of fear memoryHippocampus20122263164210.1002/hipo.2092621425206

[B49] LubinFDRothTLSweattJDEpigenetic regulation of BDNF gene transcription in the consolidation of fear memoryJ Neurosci200828105761058610.1523/JNEUROSCI.1786-08.200818923034PMC3312036

[B50] SakamotoKKarelinaKObrietanKCREB: a multifaceted regulator of neuronal plasticity and protectionJournal of neurochemistry20111161910.1111/j.1471-4159.2010.07080.x21044077PMC3575743

[B51] OikawaKOderoGLPlattENeuendorffMHatherellABernsteinMJAlbensiBCNF-kappaB p50 subunit knockout impairs late LTP and alters long term memory in the mouse hippocampusBMC neuroscience2012134510.1186/1471-2202-13-4522553912PMC3394209

[B52] ChenPZhaoJLiGHistone variants in development and diseasesJ Genet Genomics20134035536510.1016/j.jgg.2013.05.00123876776

[B53] PinaBSuauPChanges in histones H2A and H3 variant composition in differentiating and mature rat brain cortical neuronsDev Biol1987123515810.1016/0012-1606(87)90426-X3622934

[B54] SantoroSWDulacCThe activity-dependent histone variant H2BE modulates the life span of olfactory neuronsElife20121e000702324008310.7554/eLife.00070PMC3510456

[B55] FogelBLWexlerEWahnichAFriedrichTVijayendranCGaoFParikshakNKonopkaGGeschwindDHRBFOX1 regulates both splicing and transcriptional networks in human neuronal developmentHum Mol Genet2012214171418610.1093/hmg/dds24022730494PMC3441119

[B56] GehmanLTStoilovPMaguireJDamianovALinCHShiueLAresMModyIBlackDLThe splicing regulator Rbfox1 (A2BP1) controls neuronal excitation in the mammalian brainNat Genet20114370671110.1038/ng.84121623373PMC3125461

[B57] MikhailFMLoseEJRobinNHDescartesMDRutledgeKDRutledgeSLKorfBRCarrollAJClinically relevant single gene or intragenic deletions encompassing critical neurodevelopmental genes in patients with developmental delay, mental retardation, and/or autism spectrum disordersAm J Med Genet A2011155A238623962203130210.1002/ajmg.a.34177

[B58] Antunes-MartinsAMizunoKIrvineEELepicardEMGieseKPSex-dependent up-regulation of two splicing factors, Psf and Srp20, during hippocampal memory formationLearn Mem20071469370210.1101/lm.64030717911373PMC2044560

[B59] WibrandKPanjaDTironAOfteMLSkaftnesmoKOLeeCSPenaJTTuschlTBramhamCRDifferential regulation of mature and precursor microRNA expression by NMDA and metabotropic glutamate receptor activation during LTP in the adult dentate gyrus in vivoEur J Neurosci20103163664510.1111/j.1460-9568.2010.07112.x20384810PMC3791877

[B60] TogniniPPizzorussoTMicroRNA212/132 family: molecular transducer of neuronal function and plasticityInt J Biochem Cell Biol20124461010.1016/j.biocel.2011.10.01522062950

[B61] KocerhaJFaghihiMALopez-ToledanoMAHuangJRamseyAJCaronMGSalesNWilloughbyDElmenJHansenHFMicroRNA-219 modulates NMDA receptor-mediated neurobehavioral dysfunctionProc Natl Acad Sci USA20091063507351210.1073/pnas.080585410619196972PMC2651305

[B62] TsienJZHuertaPTTonegawaSThe essential role of hippocampal CA1 NMDA receptor-dependent synaptic plasticity in spatial memoryCell1996871327133810.1016/S0092-8674(00)81827-98980238

[B63] NakazawaKMcHughTJWilsonMATonegawaSNMDA receptors, place cells and hippocampal spatial memoryNat Rev Neurosci2004536137210.1038/nrn138515100719

[B64] HanZHeHZhangFHuangZLiuZJiangHWuQSpatiotemporal expression pattern of Mirg, an imprinted non-coding gene, during mouse embryogenesisJ Mol Histol2012431810.1007/s10735-011-9367-x22033866

[B65] WheelerGNtounia-FousaraSGrandaBRathjenTDalmayTIdentification of new central nervous system specific mouse microRNAsFEBS Lett20065802195220010.1016/j.febslet.2006.03.01916566924

[B66] HansenKFKarelinaKSakamotoKWaymanGAImpeySObrietanKmiRNA-132: a dynamic regulator of cognitive capacityBrain Struct Funct201321881783110.1007/s00429-012-0431-422706759PMC3508255

[B67] HansenKFSakamotoKWaymanGAImpeySObrietanKTransgenic miR132 alters neuronal spine density and impairs novel object recognition memoryPLoS One20105e1549710.1371/journal.pone.001549721124738PMC2993964

[B68] ChenLZhangJFengYLiRSunXDuWPiaoXWangHYangDSunYMiR-410 regulates MET to influence the proliferation and invasion of gliomaInt J Biochem Cell Biol2012441711171710.1016/j.biocel.2012.06.02722750473

[B69] CampbellDBD'OronzioRGarbettKEbertPJMirnicsKLevittPPersicoAMDisruption of cerebral cortex MET signaling in autism spectrum disorderAnn Neurol20076224325010.1002/ana.2118017696172

[B70] RogeljBHartmannCEYeoCHHuntSPGieseKPContextual fear conditioning regulates the expression of brain-specific small nucleolar RNAs in hippocampusEur J Neurosci2003183089309610.1111/j.1460-9568.2003.03026.x14656304

[B71] Da SilvaWCCardosoGBoniniJSBenettiFIzquierdoIMemory reconsolidation and its maintenance depend on L-voltage-dependent calcium channels and CaMKII functions regulating protein turnover in the hippocampusProc Natl Acad Sci USA20131106566657010.1073/pnas.130235611023576750PMC3631664

[B72] FiorenzaNGRosaJIzquierdoIMyskiwJCModulation of the extinction of two different fear-motivated tasks in three distinct brain areasBehav Brain Res201223221021610.1016/j.bbr.2012.04.01522525015

[B73] MyersKMCarlezonWADavisMGlutamate receptors in extinction and extinction-based therapies for psychiatric illnessNeuropsychopharmacology20113627429310.1038/npp.2010.8820631689PMC2994960

[B74] SanhuezaMLismanJThe CaMKII/NMDAR complex as a molecular memoryMolecular Brain201361010.1186/1756-6606-6-1023410178PMC3582596

[B75] SuzukiAJosselynSAFranklandPWMasushigeSSilvaAJKidaSMemory reconsolidation and extinction have distinct temporal and biochemical signaturesJ Neurosci2004244787479510.1523/JNEUROSCI.5491-03.200415152039PMC6729467

[B76] von HertzenLSGieseKPMemory reconsolidation engages only a subset of immediate-early genes induced during consolidationJ Neurosci2005251935194210.1523/JNEUROSCI.4707-04.200515728833PMC6726052

[B77] GentlemanRCCareyVJBatesDMBolstadBDettlingMDudoitSEllisBGautierLGeYGentryJBioconductor: open software development for computational biology and bioinformaticsGenome Biol20045R8010.1186/gb-2004-5-10-r8015461798PMC545600

[B78] GaschAPEisenMBExploring the conditional coregulation of yeast gene expression through fuzzy k-means clusteringGenome Biology20023RESEARCH00591242905810.1186/gb-2002-3-11-research0059PMC133443

[B79] DennisGShermanBTHosackDAYangJGaoWLaneHCLempickiRADAVID: Database for Annotation, Visualization, and Integrated DiscoveryGenome Biol20034P310.1186/gb-2003-4-5-p312734009PMC193660

[B80] FranceschiniASzklarczykDFrankildSKuhnMSimonovicMRothALinJMinguezPBorkPvon MeringCJensenLJSTRING v9.1: protein-protein interaction networks, with increased coverage and integrationNucleic Acids Research201341D80881510.1093/nar/gks109423203871PMC3531103

[B81] HartiganJAWongMAAlgorithm AS 136: A K-Means Clustering AlgorithmJournal of the Royal Statistical Society Series C (Applied Statistics)197928100108

[B82] Plazas-MayorcaMDZeeBMYoungNLFingermanIMLeRoyGBriggsSDGarciaBAOne-pot shotgun quantitative mass spectrometry characterization of histonesJ Proteome Res200985367537410.1021/pr900777e19764812PMC2798817

[B83] FischerSBrunkBPChenFGaoXHarbOSIodiceJBShanmugamDRoosDSStoeckertCJJrUsing OrthoMCL to assign proteins to OrthoMCL-DB groups or to cluster proteomes into new ortholog groupsCurr Protoc Bioinformatics2011Chapter 6Unit 6 1211192190174310.1002/0471250953.bi0612s35PMC3196566

[B84] TalyJFMagisCBussottiGChangJMDi TommasoPErbIEspinosa-CarrascoJKemenaCNotredameCUsing the T-Coffee package to build multiple sequence alignments of protein, RNA, DNA sequences and 3D structuresNat Protoc201161669168210.1038/nprot.2011.39321979275

[B85] CriscuoloAmorePhyML: improving the phylogenetic tree space exploration with PhyML 3Mol Phylogenet Evol20116194494810.1016/j.ympev.2011.08.02921925283

[B86] LetunicIBorkPInteractive Tree Of Life v2: online annotation and display of phylogenetic trees made easyNucleic Acids Res201139W47547810.1093/nar/gkr20121470960PMC3125724

[B87] JiaoXLShermanBTHuangDWStephensRBaselerMWLaneHCLempickiRADAVID-WS: a stateful web service to facilitate gene/protein list analysisBioinformatics2012281805180610.1093/bioinformatics/bts25122543366PMC3381967

[B88] Di TommasoPMorettiSXenariosIOrobitgMMontanyolaAChangJMTalyJFNotredameCT-Coffee: a web server for the multiple sequence alignment of protein and RNA sequences using structural information and homology extensionNucleic Acids Res201139W131710.1093/nar/gkr24521558174PMC3125728

# Supplementary material for: Memory acquisition and retrieval impact different epigenetic processes that regulate gene expression
**Source:** BMC Genomics. 2015 May 26;16(Suppl 5):S5. doi: 10.1186/1471-2164-16-S5-S5
**Supplement:** Additional file 2 — Functional clustering of genes whose scores are correlated between PC1 and PC2. DAVID functional clustering [87] for the 172 probe-sets (58 genes) whose scores are correlated between PC1 and PC2 (Figure S1C). Enrichment scores (EASE) for functional clusters are calculated as the negative logarithm of the geometric mean of the p-values for individual terms in the cluster including only functional terms with a p-value <0.05 and at least 3 genes and using a cutoff of EASE >1.3 to define enriched clusters (p-value geometric mean <0.05). Only one cluster was identified above the cutoff, with EASE = 3.41, containing 4 functional terms all related to pheromone function. Number of genes that belong to each functional term as well as the term enrichment p-value is displayed on the right. Horizontal bars represent the proportion of the total genes in the list that belong to the individual functional term.

| Annotation Cluster 1     |                 | Enrichment Score: 3.41                                               | <b>G</b>  | 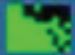  | Count | P_Value |
|--------------------------|-----------------|----------------------------------------------------------------------|-----------|-------------------------------------------------------------------------------------|-------|---------|
| <input type="checkbox"/> | GOTERM_MF_FAT   | <a href="#">pheromone receptor activity</a>                          | <u>RT</u> |  | 5     | 9.4E-6  |
| <input type="checkbox"/> | SP_PIR_KEYWORDS | <a href="#">receptor</a>                                             | <u>RT</u> |  | 8     | 7.6E-4  |
| <input type="checkbox"/> | GOTERM_BP_FAT   | <a href="#">G-protein coupled receptor protein signaling pathway</a> | <u>RT</u> |  | 8     | 7.6E-4  |
| <input type="checkbox"/> | GOTERM_BP_FAT   | <a href="#">cell surface receptor linked signal transduction</a>     | <u>RT</u> |  | 8     | 4.2E-3  |

# Supplementary material for: Memory acquisition and retrieval impact different epigenetic processes that regulate gene expression
**Source:** BMC Genomics. 2015 May 26;16(Suppl 5):S5. doi: 10.1186/1471-2164-16-S5-S5
**Supplement:** Additional file 6 — Functional clustering of genes upregulated at FC30' and RT30'. DAVID functional clustering [87] for the 27 genes that are up-regulated at FC30' and RT30' at an fdr<0.1. Enrichment scores (EASE) for functional clusters are calculated as the negative logarithm of the geometric mean of the enrichment p-values for individual functional terms in the cluster. Only terms with p-value <0.05 with and at least 3 genes are included in the clustering. Only clusters with EASE >1.3 are considered enriched clusters (p-value geometric mean <0.05). Only one cluster with enrichment score of 2.63, containing 30 functional terms was identified. All functional terms are related to regulation of transcription. Number of genes in each cluster as well as individual enrichment p-values for each functional term is displayed.

| Annotation Cluster 1 |                                                                                                              | Enrichment Score: 2.63 |             | G |  | Count | P_Value |
|----------------------|--------------------------------------------------------------------------------------------------------------|------------------------|-------------|---|--|-------|---------|
| GOTERM_BP_FAT        | <a href="#">response to organic substance</a>                                                                | RT                     | <div></div> |   |  | 7     | 3.4E-5  |
| GOTERM_BP_FAT        | <a href="#">regulation of transcription</a>                                                                  | RT                     | <div></div> |   |  | 11    | 1.8E-4  |
| SP_PIR_KEYWORDS      | <a href="#">dna-binding</a>                                                                                  | RT                     | <div></div> |   |  | 8     | 4.1E-4  |
| GOTERM_MF_FAT        | <a href="#">protein dimerization activity</a>                                                                | RT                     | <div></div> |   |  | 5     | 5.1E-4  |
| SP_PIR_KEYWORDS      | <a href="#">nucleus</a>                                                                                      | RT                     | <div></div> |   |  | 12    | 5.7E-4  |
| SP_PIR_KEYWORDS      | <a href="#">transcription regulation</a>                                                                     | RT                     | <div></div> |   |  | 8     | 7.6E-4  |
| GOTERM_BP_FAT        | <a href="#">regulation of transcription from RNA polymerase II promoter</a>                                  | RT                     | <div></div> |   |  | 6     | 1.1E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of transcription from RNA polymerase II promoter</a>                         | RT                     | <div></div> |   |  | 5     | 1.2E-3  |
| GOTERM_MF_FAT        | <a href="#">transcription factor activity</a>                                                                | RT                     | <div></div> |   |  | 6     | 1.3E-3  |
| GOTERM_MF_FAT        | <a href="#">transcription regulator activity</a>                                                             | RT                     | <div></div> |   |  | 7     | 1.5E-3  |
| SP_PIR_KEYWORDS      | <a href="#">Transcription</a>                                                                                | RT                     | <div></div> |   |  | 8     | 1.6E-3  |
| GOTERM_BP_FAT        | <a href="#">regulation of transcription, DNA-dependent</a>                                                   | RT                     | <div></div> |   |  | 8     | 1.8E-3  |
| GOTERM_BP_FAT        | <a href="#">regulation of RNA metabolic process</a>                                                          | RT                     | <div></div> |   |  | 8     | 2.0E-3  |
| GOTERM_MF_FAT        | <a href="#">DNA binding</a>                                                                                  | RT                     | <div></div> |   |  | 8     | 2.0E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of transcription, DNA-dependent</a>                                          | RT                     | <div></div> |   |  | 5     | 2.1E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of RNA metabolic process</a>                                                 | RT                     | <div></div> |   |  | 5     | 2.1E-3  |
| SP_PIR_KEYWORDS      | <a href="#">DNA binding</a>                                                                                  | RT                     | <div></div> |   |  | 4     | 2.4E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of transcription</a>                                                         | RT                     | <div></div> |   |  | 5     | 3.3E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of gene expression</a>                                                       | RT                     | <div></div> |   |  | 5     | 3.7E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process</a> | RT                     | <div></div> |   |  | 5     | 4.3E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of nitrogen compound metabolic process</a>                                   | RT                     | <div></div> |   |  | 5     | 4.8E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of macromolecule biosynthetic process</a>                                    | RT                     | <div></div> |   |  | 5     | 4.9E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of cellular biosynthetic process</a>                                         | RT                     | <div></div> |   |  | 5     | 5.6E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of biosynthetic process</a>                                                  | RT                     | <div></div> |   |  | 5     | 5.8E-3  |
| GOTERM_BP_FAT        | <a href="#">transcription</a>                                                                                | RT                     | <div></div> |   |  | 8     | 5.9E-3  |
| GOTERM_MF_FAT        | <a href="#">protein heterodimerization activity</a>                                                          | RT                     | <div></div> |   |  | 3     | 8.4E-3  |
| GOTERM_BP_FAT        | <a href="#">positive regulation of macromolecule metabolic process</a>                                       | RT                     | <div></div> |   |  | 5     | 9.0E-3  |
| GOTERM_MF_FAT        | <a href="#">sequence-specific DNA binding</a>                                                                | RT                     | <div></div> |   |  | 4     | 2.3E-2  |
| GOTERM_MF_FAT        | <a href="#">transcription activator activity</a>                                                             | RT                     | <div></div> |   |  | 3     | 3.5E-2  |
| SP_PIR_KEYWORDS      | <a href="#">zinc-finger</a>                                                                                  | RT                     | <div></div> |   |  | 5     | 3.7E-2  |

# Supplementary material for: Memory acquisition and retrieval impact different epigenetic processes that regulate gene expression
**Source:** BMC Genomics. 2015 May 26;16(Suppl 5):S5. doi: 10.1186/1471-2164-16-S5-S5
**Supplement:** Additional file 7 — Functional clustering of genes down-regulated at FC30' and RT30'. DAVID functional clustering [87] for genes that are down-regulated at FC30' or RT30' (fdr<0.1). Enrichment scores (EASE) for functional clusters are calculated as the negative logarithm of the geometric mean of the enrichment p-values for individual functional terms in the cluster. Only terms with p-value <0.05 with and at least 3 genes are included in the clustering. Only clusters with EASE >1.3 are considered enriched clusters (p-value geometric mean <0.05). A. Functional clustering for the set of 63 genes (72 probe-sets) downregulated at FC30' but not at RT30'. Only one cluster with enrichment score of 2.73, containing 20 functional terms was identified. All functional terms are related to chromatin assembly. B Functional clustering for the set of 84 genes (107 probe-sets) downregulated at RT30' but not at FC30'. Only one cluster with enrichment score of 1.58, containing 6 functional terms was identified. All functional terms are related to RNA processing. Number of genes that belong to each functional term as well as the term enrichment p-value is displayed on the right. Horizontal bars represent the proportion of the total genes in the list that belong to the individual functional term.

A

| Annotation Cluster 1 |                                                                      | Enrichment Score: 2.78 |                                                                                       | G  |  | Count | P_Value | Benjamini |
|----------------------|----------------------------------------------------------------------|------------------------|---------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|--|-------|---------|-----------|
| SP_PIR_KEYWORDS      | <a href="#">citrullination</a>                                       | RT                     |    |                                                                                      |  | 4     | 3.8E-6  | 3.8E-4    |
| SP_PIR_KEYWORDS      | <a href="#">nucleosome core</a>                                      | RT                     |    |                                                                                      |  | 4     | 8.6E-5  | 4.3E-3    |
| GOTERM_BP_FAT        | <a href="#">nucleosome assembly</a>                                  | RT                     |    |                                                                                      |  | 4     | 3.5E-4  | 8.4E-2    |
| GOTERM_BP_FAT        | <a href="#">chromatin assembly</a>                                   | RT                     |    |                                                                                      |  | 4     | 3.8E-4  | 4.6E-2    |
| GOTERM_BP_FAT        | <a href="#">nucleosome organization</a>                              | RT                     |    |                                                                                      |  | 4     | 4.0E-4  | 3.2E-2    |
| GOTERM_BP_FAT        | <a href="#">protein-DNA complex assembly</a>                         | RT                     |    |                                                                                      |  | 4     | 4.0E-4  | 3.2E-2    |
| KEGG_PATHWAY         | <a href="#">Systemic lupus erythematosus</a>                         | RT                     | 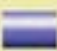   |                                                                                      |  | 4     | 8.3E-4  | 7.5E-3    |
| SP_PIR_KEYWORDS      | <a href="#">methylation</a>                                          | RT                     |    |                                                                                      |  | 5     | 8.9E-4  | 2.9E-2    |
| GOTERM_BP_FAT        | <a href="#">DNA packaging</a>                                        | RT                     | 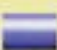   |                                                                                      |  | 4     | 9.2E-4  | 5.5E-2    |
| GOTERM_BP_FAT        | <a href="#">chromatin assembly or disassembly</a>                    | RT                     |    |                                                                                      |  | 4     | 1.1E-3  | 5.5E-2    |
| SP_PIR_KEYWORDS      | <a href="#">chromosomal protein</a>                                  | RT                     | 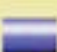   |                                                                                      |  | 4     | 2.4E-3  | 5.8E-2    |
| GOTERM_BP_FAT        | <a href="#">chromatin organization</a>                               | RT                     |    |                                                                                      |  | 5     | 2.8E-3  | 1.1E-1    |
| SP_PIR_KEYWORDS      | <a href="#">acetylation</a>                                          | RT                     | 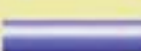 |                                                                                      |  | 12    | 3.7E-3  | 7.2E-2    |
| GOTERM_BP_FAT        | <a href="#">chromosome organization</a>                              | RT                     |  |                                                                                      |  | 5     | 6.9E-3  | 2.2E-1    |
| GOTERM_BP_FAT        | <a href="#">cellular macromolecular complex assembly</a>             | RT                     |  |                                                                                      |  | 4     | 8.0E-3  | 2.2E-1    |
| GOTERM_BP_FAT        | <a href="#">cellular macromolecular complex subunit organization</a> | RT                     | 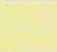 |                                                                                      |  | 4     | 1.1E-2  | 2.6E-1    |
| SP_PIR_KEYWORDS      | <a href="#">isopeptide bond</a>                                      | RT                     |  |                                                                                      |  | 4     | 1.7E-2  | 2.5E-1    |
| SP_PIR_KEYWORDS      | <a href="#">nucleus</a>                                              | RT                     | 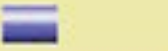 |                                                                                      |  | 14    | 2.4E-2  | 2.9E-1    |
| GOTERM_BP_FAT        | <a href="#">macromolecular complex assembly</a>                      | RT                     |  |                                                                                      |  | 4     | 2.6E-2  | 4.8E-1    |
| GOTERM_BP_FAT        | <a href="#">macromolecular complex subunit organization</a>          | RT                     |  |                                                                                      |  | 4     | 3.2E-2  | 5.2E-1    |

B

| Annotation Cluster 1 |                                        | Enrichment Score: 1.58 |                                                                                       | G  |  | Count | P_Value |
|----------------------|----------------------------------------|------------------------|---------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------|--|-------|---------|
| GOTERM_BP_FAT        | <a href="#">RNA splicing</a>           | RT                     |  |                                                                                         |  | 4     | 1.6E-2  |
| SP_PIR_KEYWORDS      | <a href="#">mrna splicing</a>          | RT                     |  |                                                                                         |  | 4     | 1.8E-2  |
| GOTERM_BP_FAT        | <a href="#">RNA processing</a>         | RT                     |  |                                                                                         |  | 5     | 2.7E-2  |
| GOTERM_BP_FAT        | <a href="#">mRNA processing</a>        | RT                     |  |                                                                                         |  | 4     | 3.1E-2  |
| SP_PIR_KEYWORDS      | <a href="#">mrna processing</a>        | RT                     |  |                                                                                         |  | 4     | 3.2E-2  |
| GOTERM_BP_FAT        | <a href="#">mRNA metabolic process</a> | RT                     |  |                                                                                         |  | 4     | 4.5E-2  |

# Supplementary material for: Memory acquisition and retrieval impact different epigenetic processes that regulate gene expression
**Source:** BMC Genomics. 2015 May 26;16(Suppl 5):S5. doi: 10.1186/1471-2164-16-S5-S5
**Supplement:** Additional file 9 — Multiple sequence alignment of the c-terminal portion of Histone 2A. Mouse Hist2h2ab (H2AB) was mapped to orholog group OG5_126570 using OrthoMCL [83]. Human and mouse Ensembl sequences from the group were aligned using T-coffee [88]. Positions 69-145 are displayed, since no differences between H2AB and other H2A sequences are observed in the N-terminus. Gene names are displayed, m depicts mouse sequences, h depicts human sequences. Residues conserved in all sequences are not-color coded. H2AB and the residues unique to this variant are highlighted in green. Magenta: AA residues for which only one histone variant differs from others. Orange-yellow shades: AA residues for which several H2A sequences differ from each other. The red box highlights the peptide used to identify H2AB in the quantitative proteomics analysis.

|    |             | .70..... | .80..... | .90.....        | 1.00..... | 1.10..... | 1.20..... | 1.30..... | 1.40..... |            |            |        |
|----|-------------|----------|----------|-----------------|-----------|-----------|-----------|-----------|-----------|------------|------------|--------|
| 1  | hH2AFJ      | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESQ   | .....      | KTCSK  |
| 2  | hH2AFX      | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GGVTTIA   | GGV       | PNI       | QAVL      | LPKKSATVGP | KAPSGGKKAT | QASQEV |
| 3  | hH1st3h2a   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 4  | hHis1h2aa   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GGVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 5  | hHis1h2ab   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 6  | hHis1h2ac   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 7  | hHis1h2ad   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 8  | hHis1h2ae   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 9  | hHis1h2ag   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 10 | hHis1h2ah   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 11 | hHis1h2ai   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 12 | hHis1h2aj   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 13 | hHis1h2ak   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 14 | hHis1h2am   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 15 | hHis2h2a    | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 16 | hHis2h2aa3  | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GGVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 17 | hHis2h2aa4  | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 18 | hHis2h2ab   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GGVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | KPGKNK |
| 19 | hHis2h2ac   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | KAKSK  |
| 20 | h H2afz_001 | LAGNASKD | KVKRI    | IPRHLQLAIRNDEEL | DSL       | I-KATIA   | GGV       | IPNI      | HKSL      | IGKKGO     | .....      | QKTV   |
| 21 | mH2AFJ      | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESQ   | .....      | KVSK   |
| 22 | mH2AFX      | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GGVTTIA   | GGV       | PNI       | QAVL      | LPKKSATVGP | KAPAVGKKAS | QASQEV |
| 23 | mHis1h2aa   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | KSQTK  |
| 24 | mHis1h2ab   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 25 | mHis1h2ad   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 26 | mHis1h2ae   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 27 | mHis1h2af   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 28 | mHis1h2ag   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 29 | mHis1h2ah   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 30 | mHis1h2ai   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 31 | mHis1h2ak   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 32 | mHis1h2al   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 33 | mHis1h2an   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 34 | mHis1h2ao   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 35 | mHis1h2ap   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 36 | mHis2h2aa1  | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 37 | mHis2h2aa2  | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 38 | mHis2h2ab   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GGVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | KPGKNK |
| 39 | mHis2h2ac   | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | LGKVTTIA  | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | KAKSK  |
| 40 | mHis3h2a    | LAGNAARD | KKTRI    | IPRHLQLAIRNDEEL | NKL       | GRVTTIA   | GGV       | PNI       | QAVL      | LPKKTESH   | .....      | HKAQSK |
| 41 | m H2afz_001 | LAGNASKD | KVKRI    | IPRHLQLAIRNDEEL | DSL       | I-KATIA   | GGV       | IPNI      | HKSL      | IGKKGO     | .....      | QKTV   |

# Supplementary material for: Memory acquisition and retrieval impact different epigenetic processes that regulate gene expression
**Source:** BMC Genomics. 2015 May 26;16(Suppl 5):S5. doi: 10.1186/1471-2164-16-S5-S5
**Supplement:** Additional file 11 — MicroRNAs regulated after acquisition or retrieval of memory in our microarray study. Non-coding RNAs (precursors) regulated at FC30' or RT30' in the microarray study. Values represent fold change relative to control (CC30'). Green background: up-regulated, Red background: down-regulated. Statistical significance is highlighted by font color: fdr <0.01 (in red) or fdr <0.1 (in orange). N.S: not significant differences in gene expression.

| Gene          | FC30 | RT30 |
|---------------|------|------|
| Snord14e      | 1.8  | 2.2  |
| Snord14d      | 1.5  | 1.8  |
| miR-212/132 p | 1.4  | 1.4  |
| miR-505p      | 1.2  | NS   |
| Mirg          | NS   | 1.2  |
| miR-547p      | 1.1  | NS   |
| miR-488p      | 0.9  | NS   |
| miR- 128-2p   | 0.8  | NS   |
| miR-9-1p      | 0.8  | NS   |
| miR-9-2p      | NS   | 0.9  |
| miR-138-2p    | NS   | 0.9  |
| miR-181p      | NS   | 0.9  |
| miR-497p      | NS   | 0.8  |
| miR-219p      | NS   | 0.7  |

# Supplementary material for: Memory acquisition and retrieval impact different epigenetic processes that regulate gene expression
**Source:** BMC Genomics. 2015 May 26;16(Suppl 5):S5. doi: 10.1186/1471-2164-16-S5-S5
**Supplement:** Additional file 12 — Assays IDs or primer sequences for genes tested by qPCR.

|                              |                                         |
|------------------------------|-----------------------------------------|
| <b><i>Gapdh</i></b>          | <b>Mm99999915_g1 (Taqman)</b>           |
| <b><i>Fos</i></b>            | <b>Mm00487425_m1 (Taqman)</b>           |
| <b><i>Sox18</i></b>          | <b>Mm00656049_gH (Taqman)</b>           |
| <b><i>Btg2</i></b>           | <b>Mm00476162_m1 (Taqman)</b>           |
| <b><i>Sik1</i></b>           | <b>Mm00440317_m1 (Taqman)</b>           |
| <b><i>Rbfox1 (A2bp1)</i></b> | <b>Mm00480615_m1 (Taqman)</b>           |
| <b><i>Hist2h2ab</i></b>      | <b>Mm01613463_s1 (Taqman)</b>           |
| <b><i>Per1 (1B)</i></b>      | <b>Mm01325257_m1 (Taqman)</b>           |
| <b><i>Per 1 (18)</i></b>     | <b>Mm00501813_m1 (Taqman)</b>           |
| <b><i>Snord68</i></b>        | <b>Hs_SNORD68_11 (miScript control)</b> |
| <b><i>miR-132</i></b>        | <b>Mm_miR-132*_1(miSCRIPT)</b>          |
| <b><i>miR-212</i></b>        | <b>Mm_miR-212-3p_1(miSCRIPT)</b>        |
| <b><i>miR-410</i></b>        | <b>Mm_miR-410*_1(miSCRIPT)</b>          |
| <b><i>miR-219</i></b>        | <b>Mm_miR-219-2-3p_1(miSCRIPT)</b>      |
| <b><i>Snord14d</i></b>       | <b>CCACCAGAAATGGTGTGTTG</b>             |
| <b><i>Snord14e</i></b>       | <b>CACCAGAACGCAAGGCAGTGTTG</b>          |

**Additional file 12, Peixoto et al.**

How the deposited data were processed for this re-analysis (not part of the article)

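Hippocampal RNA of 72 adult male mice was measured on whole-transcript arrays, 1 array for each mouse and 9 for each of the groups CC30, FC30, CC4, FC4, CC12, FC12, FC24 and RT30. The authors scanned the arrays, which were hybridised together, and summarised them with RMA in Affymetrix Power Tools. The values as deposited are log2 signals that the authors background corrected and quantile normalized between arrays with RMA, for 35556 probe sets, with 0 missing values. The precision of a log2 fold change is limited by the number of arrays, with a median standard error of 0.0498 for FC30, 0.0508 for RT30, 0.0542 for FC4, 0.05 for FC12 and 0.0488 for FC24 against their controls.

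Groups were assigned from the sample labels. The first principal component, from a singular value decomposition of the values centred on each probe set's mean over all arrays, was subtracted, as the paper describes. Each of 10 comparisons was then fitted to its own 18 arrays with limma 3.58.1 in R 4.3.3, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.1, or under 0.01 for the stricter threshold of the paper. FC30, RT30 and FC24 were compared with CC30, FC4 with CC4 and FC12 with CC12, the untrained groups with each other, and RT30 with FC30 and FC24. All tests are two-sided unless a sentence says otherwise. Effects at different time points were compared with an interaction term in limma.

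Gene symbols came from the reference annotation of the array. The rule for naming genes was the 10 largest rises and falls past the threshold among probe sets with 1 gene symbol for FC30, RT30, CC12 against CC30 and RT30 against FC30, the 5 largest for FC4, FC12 and FC24, and the 51 genes the paper names, whose values in its tables had been seen. Members of gene lists named as examples, and Cirbp and Inmt were picked after their values were seen. The gene symbols of the annotation are newer than the paper's for some genes: Hist2h2ab is H2ac21, Mir219-2 is Mir219a-2 and Cyr61 is Ccn1. The 35 gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over lists and comparisons, with 1 probe set for each gene, and 38 symbols of the lists were not matched.

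Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for principal components, clustering and permutation tests, and matplotlib 3.10.9 for the figure. The groups' share of each component was tested with 100000 permutations. Group means were clustered with average linkage, with 1000 draws of mice within groups. Besides the main setting, 12 settings set beforehand and 3 added later were run for the group comparisons. The former were no component removed, the first 2 removed, PC1 as a covariate, PC1 from residuals within groups, all 8 groups in one fit, the equal variance test of the methods with Benjamini-Hochberg adjustment or with local false discovery rates, an intensity trend with robust estimation, array weights, no probe sets from the dimmest part of the array, only probe sets with 1 gene symbol, and the replicate number as a block. The latter were local false discovery rates of z-scores and both ways of leaving out the arrays that stood apart. The local false discovery rates were written here after Efron's method, since the package the authors used was not available, and tested on simulated data.

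Quantitative PCR, protein measurements and the overlap with liver genes were not analysed here. The isoforms of Per1 and Bdnf are not separated by the array's probe sets. No coordinates are given, since the files name no genome build.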

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

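Chosen only after the result was seen were the comparison of the median weights of dim probe sets and olfactory receptors, the test of a fall of H2A genes at acquisition only, the tests of H2A genes in 2 groups together and the tests of list means on each array.

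Olfactory and vomeronasal receptor genes, which serve the nose, carried high weights on PC1, the component of single arrays. A common movement of dim signals is argued against only by a comparison chosen later, a median weight, times 1000, of 1.004 for other dim autosomal probe sets against 5.24 for the olfactory receptors, while the test set beforehand, the count of receptors among the probe sets high on PC1 and PC2, gave 0 where matched draws gave 0.16 on average, too few to decide. RNA from olfactory tissue is argued against by 11 abundant transcripts of the olfactory mucosa, with a median weight of -0.503 (-1.17 to 1.47), although the receptors' median absolute weight did exceed the 2.838 of taste receptor, keratin-associated and defensin genes, as RNA of that tissue would have it. Genomic DNA carried over in some samples may be the source, but the X-linked weights cannot decide this. In males with 1 X chromosome, X-linked dim probe sets had 0.102 of the autosomal weight (-0.054 to 0.262, permutation p = 2e-04, the smallest the draws can give). This interval lies below what 1 X copy against an autosomal pair would give. Autosomes, of equal copy number, also differed, from 0.223 (chromosome 15), close to X (0.168), to 4.263 (chromosome 2). The Y chromosome, of 1 copy too, had 37.891 over 26 probe sets of 6 genes, whose number of copies was not tested. The idea of genomic DNA arose after the weights were seen, the GC content of probes was not tested, and no biological explanation was tested.

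The changes at FC30 and RT30 resembled the difference between the dark and the light phase, with r = 0.502 and 0.484 against CC12 versus CC30 across probe sets, which are not independent replicates. These comparisons share the CC30 mice, and unchanged groups simulated from the same arrays gave 0.495 and 0.492. CC12 versus CC4 shares no mice with FC30 versus CC30, RT30 versus CC30 or RT30 versus FC24. Its covariance with them was 0.0013, 0.00187 and 0.00148, where the simulated means were -4.54e-05, -2.88e-05 and -7.11e-05. Each lay above its simulated mean and below the highest simulated draw (0.00158, 0.00224 and 0.00228). Shared controls cannot give these covariances, so whether the shared controls account for all of the resemblance stays open. A biological explanation that stays open as well is that activity-regulated genes rise in the dark phase: the mean of the immediate early genes was 0.093 higher in CC12 than in CC4 (exact permutation p = 0.00457, 8 of 9 mice), but for CC12 against CC30 the difference was 0.0551 (exact permutation p = 0.0687). With an estimated correlation the adjusted p of that list was 0.37.

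H2A genes lay lower at FC30 and at RT30 than in CC30 mice. High values in the CC30 mice alone are argued against by 2 comparisons that use no CC30 mice: RT30 against FC24, with a mean of -0.051 over 24 probe sets (exact permutation p = 0.0325, 8 of 9 mice), though -0.03 over the 11 single genes (exact permutation p = 0.071) and p = 0.067 in the set test with an estimated correlation, and FC30 and RT30 together against FC24, with -0.052 over the 24 and -0.0418 over the 11 (exact permutation p = 0.00326 for each). A fall at acquisition only is argued against by RT30 against CC30 and FC24 together, with -0.0597 and -0.0406 (exact permutation p = 0.0133 and 0.0273), while RT30 minus FC30 was 0.002 with an interval of -0.0441 to 0.0481. FC24 had -0.0175 against CC30 (exact permutation p = 0.495) and CC12 0.034 (exact permutation p = 0.217), but untrained CC4 mice had -0.0534 (exact permutation p = 0.0611, and 0.0457 over the 11), so whether training lowered these genes stays open. In CC12 against CC4 the same probe sets rose by 0.09 (exact permutation p = 2.06e-04), so their level also differs with the time of day.

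Arrays far from the rest of their group were found by the gap to the nearest array as a share of the group's range. On the components 7 of 24 groups held such an array, on list means 5 of 48 and on single genes 4 of 64, where chance gives about 1 in 20. On PC1 the shares were 0.619 for CC30 replicate 3, 0.637 for FC30 replicate 4, 0.891 for CC12 replicate 2, 0.803 for FC12 replicate 2 and 0.547 for FC24 replicate 4, and CC4 replicate 8 had 0.63 on PC2 and 0.609 on PC3. Among the list means, the H2A probe sets shared by several genes had a low CC4 replicate 2 (0.563) and a high FC24 replicate 1 (0.636), the immediate early genes a high FC4 replicate 3 (0.554) and a low FC12 replicate 2 (0.531), and the choroid plexus markers a high CC30 replicate 2 (0.703). Among single genes, Egr2 was low in RT30 replicate 7 (0.495), Arc was high in FC4 replicate 3 (0.584) and low in CC12 replicate 8 (0.736), and Fabp7 was low in FC24 replicate 6 (0.576).

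The effect at FC30 differed from that at FC4 for 16 probe sets and from that at FC12 for 31. Against FC4 the difference was 1.117 for Egr2 and 0.848 for Fos. Against FC12 it was 1.301 for Egr2, 0.93 for Arc and -0.569 for Mir219a-2.

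The paper gives no counts for RT30 against FC24 (54 probe sets), CC4 against CC30 (26) and CC12 against CC4 (1782) in its text. In 100 splits of the same arrays for each comparison, the highest other counts for these were 1, 2 and 3. Only 1 split in 100, the real one, gave as many, the smallest share these splits can give. This argues against chance, though CC4 against CC30 called 0 with the replicate number as a block. The splits gave the same share for FC30 (91, highest other 2), RT30 (99, highest other 4) and CC12 against CC30 (1243, highest other 4). Where limma called 0, all 100 of 100 splits call at least as many by construction, so the splits say nothing about chance: FC4 (highest other 2, 1902 with an unadjusted p under 0.05, 14 by local false discovery rates), FC24 (highest other 2, 1534 and 11), RT30 against FC30 (highest other 1, 1386 and 18) and FC12 (1442 and 21). For FC12 against CC12 the highest other split called 307, which points to a structure of the samples, and what that split separates was not tested.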

How the results depend on the processing

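Settings added after the values were seen were the local false discovery rates of z-scores, both ways of leaving out the 6 arrays that stood apart, the share over the first 8 components and the count of draws in which 2 groups form a pair. Of 150 counts for the comparisons, 119 lay within 1.5 times the main one. These include counts of 0 where the main one was 0 as well, in FC4, FC12, FC24 and RT30 against FC30. Such counts raise the number that stayed the same. With local false discovery rates of the equal variance test the counts were 183 for RT30, 14 for FC4, 21 for FC12, 11 for FC24, 534 for CC12 against CC30, 152 for CC4 against CC30, 18 for RT30 against FC30 and 125 for RT30 against FC24. With those of z-scores they were 16 for FC30, 36 for RT30, 63 for CC12 against CC30, 12 for CC4 against CC30, 613 for CC12 against CC4 and 22 for RT30 against FC24. In the fit of all 8 groups they were 149 for RT30, 2 for FC4, 1 for FC24, 108 for CC4 against CC30 and 2810 for CC12 against CC4. With the first 2 components removed they were 2 for FC4, 47 for CC4 against CC30 and 2862 for CC12 against CC4. Probe sets with 1 gene symbol gave 53 for FC30, where fewer are tested. Without the arrays apart CC12 against CC30 had 822, and with PC1 found again 394, FC30 49 and CC4 against CC30 50. With an estimated correlation 17 of 350 list tests passed, in place of 103. PC1 held 10.8% of the variance at unit variance, 14.6% with 1 symbol and 41.9% of the first 8 components, and groups differed on PC2 at unit variance (permutation p = 0.0086). FC30 and RT30 joined first in 132 of 1000 draws by Euclidean distance and 87 with PC1 subtracted, and formed a pair in 614. Their r was 0.239 with FC24 as the control of RT30, where the mice are not shared, and 0.597 with no component removed. Apart from the smaller number of probe sets and the shared mice, the cause was not tested. No value of a called gene changed its sign in any of these settings. Of 2473 values of genes 2304 stayed on their side of the threshold, 124 no longer passed, 34 passed only then and the remaining 11 were classed as moved. Of the genes named, 18 of 26 called at FC30, 17 of 30 at RT30, 21 of 22 in CC12 against CC30, 0 of 5 in CC4 against CC30 and 7 of 7 in CC12 against CC4 were called in every setting set beforehand.

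With the replicate block, the replicate number of the labels, the counts were 43 for FC30, 47 for RT30, 705 for CC12 against CC30 and 0 for CC4 against CC30. The labels and the paper do not say that equal numbers mark a shared day. As a hint from the values, in FC4 against CC4 3 of 9 arrays with equal numbers had residuals correlated over 0.1, and 9 of 18 arrays correlated best with their own number. In RT30 against FC24 it was 3 of 9 and 6 of 18. In the other comparisons it was 0 to 2 of 9 and 0 to 4 of 18. Not every pair moved together in any comparison. The median correlation at equal numbers was 0.089 in FC4 against CC4 and 0.084 in RT30 against FC24. At other numbers it was -0.01 and -0.017. In the other comparisons the median at equal numbers lay from -0.01 to 0.05. A shared day therefore stays open, and the main tests treat the mice as unpaired. The cause was not tested. Signals near the background of the array limit what dim probe sets can show: without the dimmest probe sets the counts were 95 for FC30 and 126 for RT30.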

Differences from the paper's values

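Counts and shares are taken as different from the paper's where 1 of the values is more than 1.5 times the other, and log2 fold changes where they are further apart than the SD within a group or of opposite sign. By this measure the counts at FC30 differ. The paper gives 183 probe sets and 126 genes at a local false discovery rate under 0.1, and limma gave 91 and 49 at an adjusted p under 0.1. All 12 alternatives set before the data were examined still differ, from 43 to 111 probe sets and 27 to 62 genes. The paper's 104 higher and 79 lower probe sets stand against 66 and 25 here. For the higher ones, PC1 from residuals within groups (77), all 8 groups in one fit (74) and local false discovery rates (85) lie within 1.5 times the paper's value, and the other 9 do not. For the lower ones all differ. At the threshold of 0.01 the paper gives 70 and the value here is 23, and only local false discovery rates (52) lie within 1.5 times. The paper's 51 higher and 19 lower stand against 20 and 3 here. For the higher ones PC1 from residuals within groups (34) and local false discovery rates (41) lie within 1.5 times, and for the lower ones no alternative does (0 to 11).

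At RT30 the paper gives 177 probe sets, 114 of them lower, and the values here are 99 and 33. For all probe sets the first 2 components removed (125), all 8 groups in one fit (149), local false discovery rates (183), array weights (133) and no dimmest probe sets (126) lie within 1.5 times the paper's value, and the other 7 do not. For the lower ones only local false discovery rates (86) lie within 1.5 times. At the threshold of 0.01 the paper gives 59 and the value here is 28, and all 8 groups in one fit (62) and local false discovery rates (73) lie within 1.5 times, as they do for the lower ones (22 and 26), where the paper gives 33 and the value here is 7. The other 10 alternatives differ.

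At FC4 the paper gives 15 probe sets and at FC12 67, where limma called 0 (1902 and 1442 with an unadjusted p under 0.05). Local false discovery rates give 14 at FC4, within 1.5 times the paper's value, and 21 at FC12, which differs, as do all other alternatives at both times. All 15 and all 67 of the paper's probe sets have the paper's direction here.

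The paper's overlap of FC30 and RT30 is 34 probe sets, 7 of them lower, and here it is 52 and 12. For the overlap PC1 as a covariate (51), the equal variance test with Benjamini-Hochberg adjustment (38) and probe sets with 1 gene symbol (37) lie within 1.5 times. For the lower ones the same test (9) and probe sets with 1 gene symbol (7) do. At the threshold of 0.01 the paper gives 4 lower at both and the value here is 0, and only PC1 from residuals within groups (4) lies within 1.5 times. All 8 groups in one fit (9) and local false discovery rates (7) exceed it, and the other alternatives give 0. The paper gives 72 probe sets lower only at FC30 and 107 lower only at RT30, against 13 and 21 here. All alternatives differ for the first, and for the second only local false discovery rates (72) lie within 1.5 times.

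For the principal components the paper gives 40%, 17% and 8% of the variance, and the values here are 17.4%, 7.2% and 3.8%. Only PC3 over probe sets with 1 gene symbol (5.4%) lies within 1.5 times. Unit variance differs for all 3 (10.8%, 6.6% and 4.7%), and probe sets with 1 gene symbol for PC1 and PC2 (14.6% and 8.3%). The share of the variance of the first 8 components alone, chosen after seeing the values, gives 41.9%, 17.4% and 9.2%, and it drops 0 of the paper's called items since it calls none.

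The log2 fold changes of 58 genes and the folds of 14 noncoding RNAs set beside the paper's do not differ, with a largest gap of 0.038 and 0.04. Of the paper's called probe sets, 183 of 183 at FC30 and 177 of 177 at RT30 have the same direction here. limma called 68 and 60 of them, and local false discovery rates 74 and 79.

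The paper finds the most differences among untrained groups between CC12 and CC30. Here CC12 against CC4, with 1782, exceeds CC12 against CC30, with 1243, and local false discovery rates give the same order (1417 and 534). The paper lists Crebbp and Ep300 among the genes that differ by time of day. Here they have an adjusted p of 0.18 and 0.164 in CC12 against CC30, and pass in 4 and 3 of 15 settings, and Ep300 passes in CC12 against CC4 (adjusted p = 0.0207).

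In the paper's tree (Fig. 1B) CC4 joins CC30 and FC24 before FC4 does, and here CC4 and FC4 form a pair at 0.864 with correlation as the metric, which the paper's text does not name. With Euclidean distance they form no pair, and FC4 joins CC30 and FC24 before CC4 does. The pairs FC30 with RT30, CC12 with FC12 and CC30 with FC24 are found in both trees. The paper finds few genes that fall both after acquisition and after retrieval. Here 12 probe sets fall in both with the same CC30 mice as controls. With FC24 as the control of RT30, where no mice are shared, 4 fall in both. With the CC30 mice split between the comparisons the median is 0 (0 to 2), with fewer calls in each. The paper states that H2A genes fall after acquisition and Prpf38b, Rbfox1 and Srpk2 after retrieval. None of their probe sets passes here in any of 15 settings, with adjusted p of 0.351 for H2ac21 at FC30 and 0.453 for Prpf38b, 0.651 for Rbfox1 and 0.738 for Srpk2 at RT30. H2ac21 has -0.13 at RT30 as well, and RT30 and FC30 do not differ past the threshold in any gene. The paper's statements do not rest on the arrays alone. It also reports falls of Hist2h2ab and Rbfox1 by qPCR in other mice, and less H2AB protein after training by mass spectrometry. Those measurements were not analysed here.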

Other observations

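Tests of list means on each array were chosen only after the list tests were seen. The mice returned to the chamber can be compared with trained mice that stayed in their cages, FC24, and not with CC30 only. Against FC24 the activity-regulated genes rose at retrieval as they did against untrained mice. Npas4, a transcription factor of active neurons, had a log2 fold change of 0.60 (adjusted p = 5.71e-05), and 15 of 46 immediate early genes were higher (22 higher and 2 lower when adjusted over the list alone, camera adjusted p = 2.5e-40, 4e-06 with an estimated correlation). Mir219a-2 fell by 0.42 (adjusted p = 0.0813) and Cldn5 fell by 0.18 (adjusted p = 0.0839), each past the threshold in 10 of 13 settings.

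Markers of cell types were listed to see whether the dissected tissue differed between groups. With an estimated correlation none of these 15 lists passed in any comparison. For dentate granule cells, CA3 pyramidal cells and oligodendrocytes the lowest camera adjusted p was that at FC12. For the others the lowest camera adjusted p over the 10 comparisons was 0.229 for CA1 (CC4 against CC30). It was 0.0367 for interneurons and 0.0703 for neurons in general, both at FC4, 6.42e-04 for astrocytes (FC4, mean 0.04) and 0.102 for oligodendrocyte precursors (FC30). It was 0.0278 for microglia (CC12 against CC30), 1.2e-04 for endothelial cells (RT30), 0.0539 for mural cells (CC12 against CC4), 3.24e-05 for meningeal fibroblasts (FC4, mean 0.21), 2.81e-11 for the choroid plexus (RT30 against FC30), 0.0504 for the thalamus (RT30 against FC24) and 0.0346 for blood (FC12).

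On each array the choroid plexus markers were 0.46 higher at FC30 than in CC30 (SE 0.20, exact permutation p = 0.0425, 8 of 9 mice). The means of untrained mice also lay above that of CC30, by 0.42 for CC4 (exact permutation p = 0.11) and 0.53 for CC12 (exact permutation p = 0.106). In each of these groups only 4 of 9 mice lay above the CC30 mean. The endothelial markers fell by 0.08 at RT30 against CC30 (exact permutation p = 0.00823, 9 of 9 mice), and had -0.04 against FC24 (exact permutation p = 0.386, 5 of 9 mice).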
